# Metal transporter Slc30a1 controls pharyngeal neural crest differentiation via the zinc‐Snai2‐Jag1 cascade

**DOI:** 10.1002/mco2.91

**Published:** 2021-09-27

**Authors:** Zhidan Xia, Xinying Bi, Sisi Yang, Xiu Yang, Zijun Song, Jiayu Wei, Pengfei Xu, Lothar Rink, Junxia Min, Fudi Wang

**Keywords:** neural crest, pharyngeal arch, Slc30a1, zinc homeostasis, zebrafish

## Abstract

The pharyngeal arch (PA) is a neural crest (NC)‐derived organ that is transiently developed during embryogenesis and is required for the subsequent development of various tissues. However, the role of zinc during PA differentiation from NC progenitor cells is unknown. Here, we found that the metal transporters Slc30a1a and Slc30a1b mediate zinc homeostasis during PA differentiation. Slc30a1‐deficient zebrafish develop zinc accumulation in NC cells, with increased expression of stemness markers and PA dorsal genes, and SMART‐seq analyses revealed that the genes *snai2* and *jag1b* may serve as downstream targets. Furthermore, functional studies showed that knocking down either *snai2* or *jag1b* rescues PA development in Slc30a1‐deficient zebrafish. Notably, we identified the double zinc‐finger domain in the transcription factor Snai2 as a zinc‐responsive element that regulates *jag1b* expression. Our findings indicate that the Slc30a1/zinc‐*snai2*‐*jag1b* axis is an essential regulatory network controlling PA differentiation, shedding new light on the function of zinc homeostasis in maintaining NC cell stemness and multipotency in vertebrates.

## 1 INTRODUCTION

In vertebrates, the pharyngeal arch (PA) is an essential structure formed during early development, giving rise to a variety of tissues in the face and neck region.^1^ Pharyngeal cartilage is an essential supporting structure derived from the pharyngeal neural crest.^1^, ^2^ During this process, neural crest cells (NCCs) migrate out of neural folds via an epithelial‐to‐mesenchymal transition, which results in their transformation into multipotent progenitor cells.^3^, ^4^ These progenitor cells then continue their migration to the craniofacial region, where they condense and proliferate, forming chondrogenic progenitors,^5^, ^6^ which divide further into subpopulations along the dorsoventral (DV) axis, with cells in each subpopulation expressing specific molecular signals.^7^, ^8^ In particular, the endothelin‐1 (Edn1), bone morphogenetic protein (BMP), and Jagged‐Notch pathways are the most thoroughly characterized signaling pathways expressed along the DV region of the PA, and their proper interactions ensure the normal differentiation of pharyngeal cartilage.^9^, ^10^, ^11^, ^12^ However, the factors that drive the development of NCCs in forming pharyngeal chondrocytes are not fully characterized.

Zinc, an essential trace element, is an integral component of many proteins, including metalloenzymes and zinc‐finger (ZF)‐containing transcription factors, and the regulatory role that zinc plays in development and metabolism has been thoroughly explored.^13^, ^14^, ^15^ Recently, a growing body of in vitro evidence supports the notion that zinc plays an important role in regulating stem cell fate; however, the results arising from different studies are inconsistent. For example, some studies found that zinc can help stem cells maintain certain properties, including self‐renewal and pluripotency,^16^, ^17^ whereas other studies found that zinc can suppress certain stem cell properties.^18^, ^19^ Nevertheless, how zinc—and zinc‐regulated pathways—drives stem cell fate in vivo remains an open question.

Slc30a and Slc39a are two major families of zinc transporters, playing important roles in maintaining zinc homeostasis.^20^, ^21^, ^22^ For example, Slc30a1 knockout mice are embryonic lethal, suggesting that this protein is essential during early development.^23^ In addition, a mutation in the *s* *lc30a1* orthologue *s* *lc30a1a* causes delayed embryonic development in zebrafish.^24^ In *Drosophila*, Slc30a1 is expressed in the basolateral membrane of enterocytes, mediating the uptake of dietary zinc.^25^ Finally, in cultured cells SLC30A1 is expressed at the cell membrane, where it functions as a zinc exporter.^26^, ^27^ To date, however, the precise biological function of Slc30a1 in vertebrates is poorly understood.

In humans, defects in the NC and PA account for a wide range of birth defects.^1^ Despite clinical studies that suggest a strong association between an imbalance in maternal zinc homeostasis and the risk of birth defects in the developing infant,^28^, ^29^, ^30^, ^31^ whether zinc homeostasis plays a role in determining the fate of NCCs remains unclear. Here, we investigated the role of Slc30a1 and zinc in mediating the development of pharyngeal NCCs. In zebrafish embryos, we found that knocking out both *slc30a1a* and *slc30a1b* causes a failure of PA differentiation, as well as increased stemness and decreased differentiation signals in NC progenitor cells. Interestingly, we also found that zinc accumulates in these arrested progenitor cells. Finally, we identified *snai2* and *jag1b* as two downstream targets of Slc30a1.

Our results indicate that Slc30a1‐mediated zinc homeostasis plays an essential role in controlling NC stemness state and PA differentiation by targeting *snai2* and *jag1b*, revealing a novel regulatory pathway, as well as providing insight into potential new targets for diagnosing and treating congenital craniofacial defects.

## 2 RESULTS

### 2.1 *slc30a1a/slc30a1b* double‐knockout zebrafish develop severe PA malformations

To identify potential candidate genes that may play a role in NC development, we performed a series of knowledge‐based data mining experiments. We started with comparative genomic mining based on gene expression omnibus (GEO) datasets related to the NC in humans, mice, and zebrafish. Five studies containing RNA‐seq databases (Figure 1A and Figure S1A) were analyzed further. Among these five GEO datasets, two in vivo datasets (GSE72985 and GSE89434) containing multiple time points were analyzed further based on gene expression mining.^32^, ^33^ Because the DV patterning of NCCs in the PA region begins at approximately 24 hour post‐fertilization (24 hpf) in zebrafish and at embryonic day 9 (E9) in mice,^8^ we performed gene set enrichment analysis by extracting the data at two critical developmental time points in zebrafish (20 and 36 hpf) and mice (E8.5 and 10.5), reflecting the temporal progression of DV patterning (Figure 1B and Figure S1A). As shown in Figure 1B, of the 38 overlapping genes between mice and zebrafish, 12 genes were ranked for potential candidate genes (Figure 1C and Figure S1A,B). Importantly, six of these 12 genes (shown in green in Figure 1C) were previously reported to function in the NC, with *sox10* and *mycn* serving as markers for multipotent NCCs.^11^, ^34^, ^35^, ^36^, ^37^, ^38^ Moreover, the detailed phenotypes of zebrafish carrying mutant or morphant versions of three genes (*gnl3*, *fbl*, and *cpox*) have been reported.^39^, ^40^, ^41^, ^42^ Among the three uncharacterized genes, we found that the expression of *slc30a1a* was the highest during early development (Figure 1D). In addition, *slc30a1a* was particularly interesting as a candidate gene, as it encodes a putative zinc transporter, and zinc has been linked previously to cell stemness.^16^, ^17^ We, therefore, focused on studying the function of *slc30a1a*—and its paralog, *slc30a1b*—in NC development in zebrafish.

**FIGURE 1:**
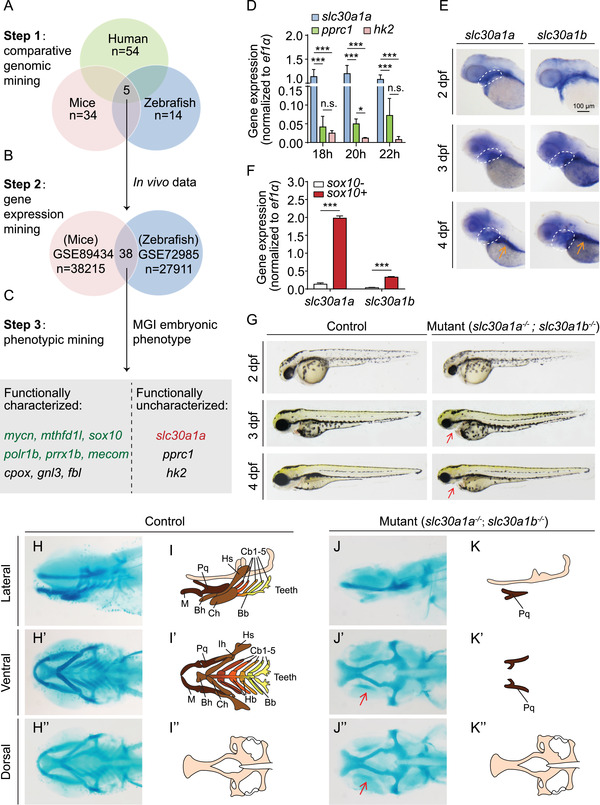
Generation and characterization of *slc30a1a*/*slc30a1b* double‐knockout zebrafish. (A) Strategy used to perform comparative genomic mining for neural crest (NC)‐related studies using human, mouse, and zebrafish data, resulting in five overlapping studies. (B) Two of the five studies identified in (A) were selected based on in vivo experiments and data involving multiple time points, revealing a total of 38 overlapping genes in these two databases. These genes were then ranked based on their expression levels. (C) Embryonic phenotype mining revealed 12 candidate genes. Nine of these genes have been characterized in vivo, while the other three genes have not been characterized at the functional level. The six genes in green are known to play a role in NC development (*mycn*, *mthfd1l*, *sox10*, *polr1b*, and *mecom*) and/or pharyngeal arch (PA) patterning (*sox10* and *prrx1b*). (D) Real‐time quantitative polymerase chain reaction (RT‐qPCR) analysis of the indicated genes at 18–22 hpf. (E) in situ hybridization of wild‐type zebrafish embryos using antisense *slc30a1a* and *slc30a1b* probes. The white dashed outlines indicate the pharyngeal region, and the gut is indicated with an orange arrow in the 4 dpf images. (F) Real‐time qPCR analysis of *slc30a1a* and *slc30a1b* mRNA in *sox10* ^+^ and *sox10^−^* cells (*n* = 3 sets of 3 × 10^4^ cells/group). ***p < 0.001. (G) Representative images of *slc30a1a*/*slc30a1b* double‐knockout mutants and control embryos. The red arrows in the mutant embryos indicate a smaller head and loss of the lower jaw. (H–K) Representative images of head cartilage in control and mutant zebrafish embryos stained with Alcian blue (H and J) and the corresponding diagrams (I and K). Residual palatoquadrate cartilage in the mutant embryos is indicated with red arrows. Abbreviations for cartilage: M, Meckel's; Pq, palatoquadrate; Bh, basihyal; Ch, ceratohyal; Hs, hyosymplectic; Bb, basibranchial; Cb, ceratobranchial; Hb, hypobranchial; Ih, interhyal

Using semi‐quantitative polymerase chain reaction (PCR), we found that *slc30a1a* is expressed at stable levels through 7 days post‐fertilization (7 dpf), whereas the expression of its paralog *slc30a1b* decreases from 1 dpf through 7 dpf (Figure S1C). Using in situ hybridization, we found that both *slc30a1a* and *slc30a1b* are expressed robustly in the pharyngeal region at 2–4 dpf and in the gut at 4 dpf (Figure 1E), suggesting that they might have redundant functions. Next, we used the transgenic zebrafish line *Tg(sox10:kikGR)*, in which NCCs are specifically labeled with a fluorescent tag,^43^ and measured the expression levels of *slc30a1a* and *slc30a1b* in fluorescent (*sox10* ^+^) and non‐fluorescent (*sox10* ^‒^) cells in zebrafish embryo heads. We found that the expression levels of both the *slc30a1a* and *slc30a1b* genes were significantly higher in *sox10* ^+^ cells compared to *sox10* ^–^ cells (Figure 1F).

To study the function of Slc30a1 proteins in zebrafish development, we then generated mutant zebrafish lines in which either the *slc30a1a* or *slc30a1b* gene was knocked out using CRISPR/Cas9 (Figure S2A). We found no clear phenotype in either homozygous *slc30a1a* or homozygous *slc30a1b* knockout embryos during early developmental stages. Interestingly, however, the homozygous *slc30a1a* knockout zebrafish died due to an unknown cause before reaching sexual maturity; in contrast, homozygous *slc30a1b* knockout animals grew normally to adulthood. Considering the possibility of redundancy between these two genes during early development, we then crossed heterozygous *slc30a1a* knockout animals with homozygous *slc30a1b* knockout animals to generate a double heterozygous *slc30a1a^+/−^*/*slc30a1b^+/−^* knockout line (Figure S2A). We then intercrossed the double heterozygous adults and analyzed the resulting offspring (Figure S2B). We found that a small number of embryos had a phenotype including microcephalia with small eyes. We then further performed genotyping and Alcian blue staining in order to examine the putative correlation between genotype and phenotype. We found that all of the embryos with microcephalia and small eyes were double homozygous *slc30a1^−/−^*/*slc30a1b^−/−^*, while the embryos with a normal phenotype had a variety of other genotypes (Figure S2B). To increase the ratio of double homozygous mutants for further analysis, we intercrossed *slc30a1a^+/−^*/*slc30a1b^−/−^* zebrafish (Figure S2C). We then determined the number of embryos with microcephalia and small eyes and matched this phenotype with the double homozygous knockout offspring (*slc30a1a* ^−/−^/*slc30a1b* ^−/−^) identified by genotyping. As expected, based on Mendelian inheritance, one‐quarter of the offspring were double homozygous knockout (Figure S2D).

These double homozygous knockout mutants (hereafter referred to simply as “mutants”) developed microcephalia at 2 dpf, and showed a clear reduced lower jaw during later development (Figure 1G). All the mutants have a dramatic viscerocranium deficiency (Figure 1H–K), in which nearly all of the seven paired PAs are lost, with only a small amount of palatoquadrate cartilage remaining (Figure 1J–J', K–K'), despite an intact neurocranium (Figure 1J'', K''). In addition, the mutants showed similar body length to their controls (Figure S3A), however, they did not develop PAs even in later stages (Figure S3B), suggesting the lack of PAs is not due to a developmental delay in mutants. As the mutants did not develop a functional mouth, they could not survive to adulthood.

To eliminate the possibility of an off‐target lesion introduced by CRISPR, we screened two separate editing alleles for each slc30a1 paralog (Figure S3C–F). We found that all mutant alleles had sufficient knockout efficiency, and both editing strategies yielded the same PA phenotype (Figure S3G). In addition, in situ hybridization of *slc30a1a* confirmed knockout in the mutants (Figure S3H), and co‐injecting plasmids expressing wild‐type *slc30a1a* and *slc30a1b* partially rescued the PA dysplasia phenotype (Figure S3I,J). Taken together, these data indicate that both *slc30a1a* and *slc30a1b* play a critical role in PA development.

### 2.2 *slc30a1a*/*slc30a1b* double‐knockout zebrafish embryos have impaired PA differentiation

To determine the stage at which PA development is disrupted in double‐knockout embryos, we analyzed the expression patterns of several marker genes—including *foxd3* and *sox10* for NC specification,^44^ *dlx2a* and *hand2* for NC migration,^45^, ^46^ *sox9a* for NC migration and chondrogenic condensation,^47^ and *col2a1a* for chondrocyte differentiation^5^, ^48^ —by performing in situ hybridization at various time points. Although the expression patterns of markers for NCC specification (Figure S3K), migration, and condensation were similar between mutants and controls (Figure 2A–E’), *col2a1a* expression was significantly lower in the lower jaw in the mutants compared to controls (Figure 2F–H’), suggesting reduced differentiation of chondrogenic progenitors.

**FIGURE 2:**
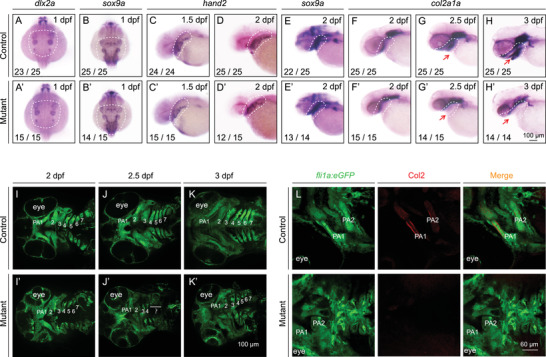
Pharyngeal arch development is impaired in *slc30a1a*/*slc30a1b* double‐knockout embryos. (A–H) The expression pattern of the indicated genes was determined in control and mutant embryos using whole‐mount in situ hybridization. Shown are dorsal views from anterior to the top (A and B) and lateral views from anterior to the left (C–H). The dashed white regions indicate the location of neural crest (NC) progenitors (A–D) and pharyngeal archs (PAs) (E–H). (I–K) Pharyngeal cartilage in control and mutant *Tg(fli1a:eGFP)* embryos at the indicated ages. (L) Col2 immunostaining (red) showing chondrocyte precursors in the PA of control and mutant *Tg(fli1a:eGFP)* embryos

Next, we used confocal microscopy to visualize detailed structures during PA development. At 2 dpf, the PAs were arranged regularly along the anteroposterior (AP) axis in both the control and mutant embryos, and some PAs had not separated from each other (Figure 2I–I’). However, we observed a striking morphological change in the PAs of mutant embryos at 2.5 dpf, the stage in which chondrogenic progenitors begin to differentiate.^8^ In control embryos, we found that all seven paired PAs separated along the AP axis and extended along the DV axis (Figure 2J). In contrast, in the mutant embryos, the PAs separated along the AP axis but failed to extend fully along the DV axis (Figure 2J’). Indeed, PA pairs 4–7 were barely visible in 2.5 dpf mutant embryos (Figure 2J’). At 3 dpf, all seven PA pairs were fully developed in control embryos, whereas only a fraction of the PA1 was visible in the mutants (Figure 2K–K’). Using Col2 immunostaining to mark chondrogenic progenitors, we found that Col2 expression began in PA pairs 1 and 2 at 56 hpf in controls, whereas this marker was barely detectable in age‐matched mutants (Figure 2L), indicating impaired chondrogenic differentiation in mutant embryos. Based on these findings, we conclude that Slc30a1 is required for PA differentiation.

### 2.3 PA hypogenesis in s*lc30a1a*/s*lc30a1b* double‐knockout mutants is not due to significant changes in either cell proliferation or cell survival

To examine in further detail whether the impaired differentiation observed in mutant PAs is due to decreased proliferation and/or increased apoptosis, we performed immunostaining for the cell proliferation marker PH3 and a TUNEL assay to measure apoptosis. We found that PH3 immunostaining was similar between mutant PAs and control PAs at both 2 dpf (Figure 3A) and 2.5 dpf (Figure 3B), although it is important to note that this proliferation marker was concentrated in the ventral PAs of mutant embryos at 2 dpf (Figure 3A,E). In addition, we observed only weak PH3 immunostaining in the PAs of both control and mutant embryos at 3 dpf (Figure 3C,D), suggesting that PA extension was beginning to slow by this stage of development.

**FIGURE 3:**
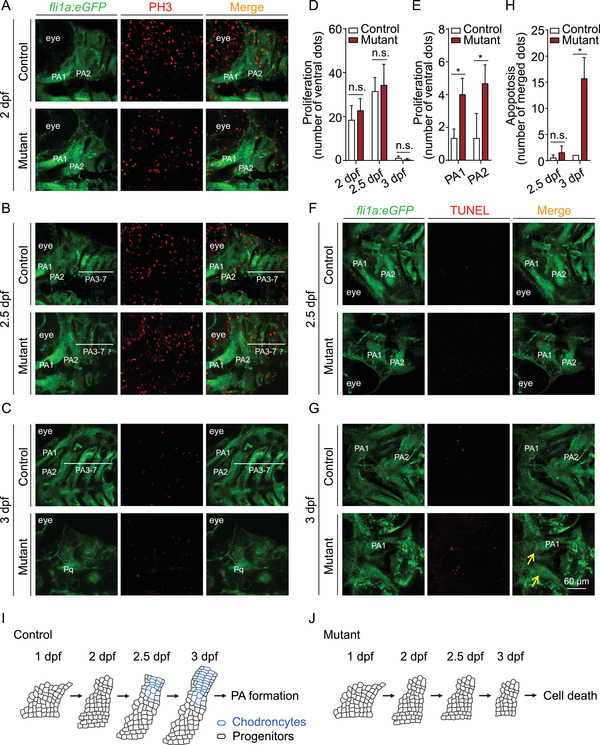
Summary of cell death and cell proliferation in the PA of control and *slc30a1a*/*slc30a1b* double‐knockout mutant embryos. (A–C) PH3 immunostaining (red) was performed in order to detect cell proliferation in the pharyngeal arch (PA) of control and mutant *Tg(fli1a:eGFP)* embryos at the indicated ages. (D) Summary of PH3‐positive cells in the PA of control and mutant embryos at the indicated ages; n.s., not significant. (E) Summary of PH3‐positive cells in the ventral region of PA1 and PA2 in control and mutant embryos at 2 dpf. *p < 0.05. (F and G) A TUNEL assay (red) was used to detect apoptotic cells in the PA area of control and mutant *Tg(fli1a:eGFP)* embryos at the indicated ages. (H) Summary of TUNEL‐positive cells in the PA area of control and mutant embryos at the indicated ages. (I and J) Schematic drawing depicting PA development in control (I) and mutant (J) embryos. Chondrocytes that differentiate from progenitor cells around 2.5 dpf in controls are shown in blue; in embryos, these cells fail to differentiate and do not survive beyond 2.5 dpf

TUNEL staining also revealed no significant differences between control and mutant embryos at 2.5 dpf (Figure 3F). In contrast, robust apoptosis was measured in the mutant embryos—but not in controls—at 3 dpf (Figure 3G,H), suggesting that undifferentiated chondrogenic progenitors cannot survive at this later stage. In addition, the PA development was not recovered in the condition of *p53* knockout, or with ferroptosis or necrosis inhibition in mutants (Figure S4A–C).

These findings suggest that the impaired PA differentiation in mutant embryos is likely, not due to a change in the survival or proliferation of progenitor cells. However, defects in subsequent cell survival may contribute to impaired PA development at a later stage. As illustrated schematically in Figure 3I,J, our results indicate that mutant NCCs lose their chondrogenic differentiation capacity at 2.5 dpf.

### 2.4 SMART‐seq analysis reveals an increased stemness signature in pharyngeal NCCs in *slc30a1a*/*slc30a1b* double‐knockout embryos

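RNA levels were measured by SMART‐seq, in which messenger RNA is copied into cDNA from its poly(A) tail and amplified by PCR, so that a small amount of RNA gives a library. The cells came from embryos of the *Tg(sox10:kikGR)* line, in which a fluorescent protein marks NCCs, and fluorescent cells were sorted after digestion of the embryos with protease. There were 4 groups, namely *slc30a1a* and *slc30a1b* double mutant embryos and control embryos at 2 and at 2.5 dpf, with 2 libraries per group and 8 libraries in all. The authors aligned paired‐end reads to the zebrafish genome GRCz11 with HISAT, assembled transcripts with StringTie, and gave the level of each gene as FPKM, the fragments mapped to it scaled to the length of its transcript and to the mapped reads of the library. The values come in a separate table for each stage and are rounded to 2 decimals. The table of 2 dpf lists 25926 gene identifiers and that of 2.5 dpf lists 32057. All 25926 are in both tables under the same names, and the 6131 identifiers found only at 2.5 dpf have a mean of at most 0.753 FPKM over its libraries. The values of a library sum to between 609836 and 697012 FPKM, and between 22265 and 24327 genes per library are above 0. The depth of the libraries is unknown, because the tables hold no counts, and no interval for counting error is given for that reason. Across genes, which are not independent replicates, the correlation of log2 values between the replicates at 2 dpf was 0.982 in controls and 0.986 in mutants, against 0.960 to 0.971 between a control and a mutant library. At 2.5 dpf it was 0.973 in either group of replicates and 0.954 to 0.972 between groups. Mutant and control libraries were compared within each stage with limma on log2(FPKM + 1), and a positive log2 fold change means a higher level in mutants. Genes with a mean of at least 0.5 FPKM over the 4 libraries of a stage were tested, which gave 15453 genes at 2 dpf and 17379 at 2.5 dpf. A gene was called changed at a Benjamini‐Hochberg adjusted p under 0.05. A two‐sided exact permutation test of 2 libraries against 2 cannot give a p below 0.333, so no such test is reported for single genes.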

To investigate the molecular mechanisms that underlie PA differentiation, we performed SMART‐seq analysis using *sox10* ^+^ cells isolated from mutant and control embryos at both 2 and 2.5 dpf. 

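Between 2 and 2.5 dpf, 3517 of the 16321 genes tested in controls were called changed, 3112 of them higher at 2.5 dpf and 405 lower. In mutants, 473 of 16875 genes were called, 429 higher at 2.5 dpf and 44 lower. Stage and table are confounded in both comparisons, since the libraries of each stage come from a table of their own. The median log2 fold change over all tested genes was 0.44 in controls and 0.25 in mutants with the scaling of the authors. After each library was rescaled by its median ratio to the geometric mean library, either median was −0.02. With that rescaling 990 genes were called in controls, of which 350 were higher at 2.5 dpf, and 58 in mutants, of which 28 were higher. The counts also moved with single libraries. In controls, limma called 0 genes without either of the 2 dpf replicates (4558 and 4297 genes at an unadjusted p under 0.05), 3424 without replicate 1 of 2.5 dpf and 1974 without replicate 2 of 2.5 dpf. In mutants, limma called 0 genes without replicate 1 or without replicate 2 of 2 dpf (2699 and 2631 at an unadjusted p under 0.05) and 0 without replicate 2 of 2.5 dpf (4541), and it called 5 without replicate 1 of 2.5 dpf. Without the filter on low values, limma called 0 of 24996 genes in controls, where 8502 had an unadjusted p under 0.05. In the difference between the stages in the effect of the mutations, each contrast of mutants with controls is taken within its own table. For this difference, limma called 0 of 16703 genes at a smallest adjusted p of 0.475, with 902 genes at an unadjusted p under 0.05. A single gene was called for this difference with a pseudocount of 0.1, without mutant replicate 1 of 2 dpf, or without mutant replicate 1 of 2.5 dpf.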

We then compared the results obtained at 2.5 dpf with the corresponding results obtained at 2 dpf using Gene Ontology enrichment analysis. We found that in control embryos, NC‐derived tissue differentiation was significantly enriched (Figure 4A and Table S1). In contrast, the most enriched pathways in the mutant embryos were pathways that involve metal ion binding, the regulation of cell migration, and face morphogenesis (Figure 4B and Table S1).

**FIGURE 4:**
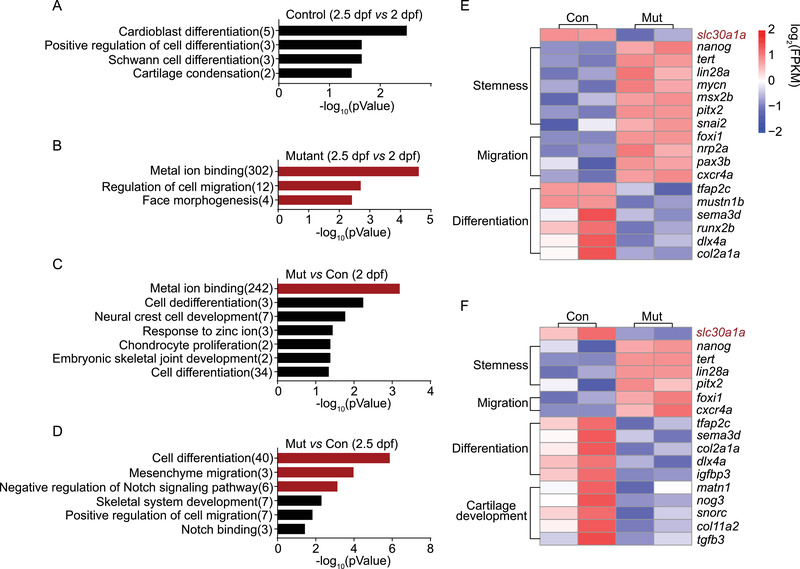
SMART‐seq data analysis of neural crest development and zinc concentration. (A) Summary of significantly enriched pathways (*p *< 0.05) enriched Gene Ontology (GO) terms in control embryos at 2.5 dpf versus control embryos at 2 dpf. In panels A–D, black and red bars indicate *p *< 0.05 and *p *< 0.005, respectively. (B) Summary of the most highly enriched GO terms in mutant embryos at 2.5 dpf versus mutant embryos at 2 dpf. (C and D) Summary of significantly enriched GO terms in mutant embryos versus control embryos at 2 dpf (C) and 2.5 dpf (D). (E and F) Heatmaps showing the expression of the indicated marker genes in control and mutant embryos at 2 dpf (E) and 2.5 dpf (F)

We then compared the mutant and control results at 2 and 2.5 dpf (Figure 4C,D and Table S2). 

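Of the genes targeted in the mutants, *slc30a1a* (ENSDARG00000005463) was at 11.9 ± 0.269 FPKM (SD, n = 2) in controls and at 6.51 ± 0.778 FPKM (SD, n = 2) in mutants at 2 dpf, which is 54.6% of the control mean. Its log2 fold change was −0.79 (standard error 0.18, limma adjusted p = 0.0676). At 2.5 dpf it was at 9.89 ± 1.88 FPKM (SD, n = 2) in controls and at 5.21 ± 0.325 FPKM (SD, n = 2) in mutants, a log2 fold change of −0.80 (standard error 0.21, limma adjusted p = 0.243). The mutant libraries lay below the control libraries at either stage. The adjusted p of *slc30a1a* at 2 dpf ranged from 0.0399 to 0.299 over the alternative settings, and the lowest came with median‐ratio rescaling (log2 fold change −1.02). The other target, *slc30a1b* (ENSDARG00000053896), is listed at 0 to 0.14 FPKM in the 8 libraries, under the filter on low values, where the size and sign of a fold change are not meaningful. At 2 dpf, 544 genes were called changed, 390 higher and 154 lower in mutants, and 3806 had an unadjusted p under 0.05. The paper's methods select by a log2 fold change over 1 or under −1 at p under 0.05, and this p was taken as unadjusted. By this selection 650 genes passed on the scale of log2(FPKM + 1), 397 higher and 253 lower. With a pseudocount of 0.1, 1546 passed, 1120 higher and 426 lower. The balance of higher and lower genes moved with the scaling. By the same selection, 227 genes were higher and 421 lower after median‐ratio rescaling, and 243 were higher and 368 lower with quantile normalization. The median log2 fold change of all tested genes was 0.18 with the authors' scaling and −0.02 after median‐ratio rescaling, with which 451 genes were called, 215 higher and 236 lower. Quantile normalization of the log2 values gave 238 called genes, 133 higher and 105 lower, and testing without the filter gave 47. Leaving out a library lowered the count as well. limma called 0 genes without control replicate 1 and 0 without control replicate 2 (3092 and 3248 genes at an unadjusted p under 0.05), 83 without mutant replicate 1 and 227 without mutant replicate 2. In these fits the remaining library of a group is assumed to vary like those of the other group, and without a control replicate the smallest adjusted p of any gene was 0.101 and 0.0932, so that the loss of a single gene's call there says nothing about that gene. At 2.5 dpf, limma called 0 genes, with a smallest adjusted p of 0.0580 and 2128 genes at an unadjusted p under 0.05. By the paper's thresholds 512 genes passed at 2.5 dpf, 290 higher and 222 lower, and 1124 with a pseudocount of 0.1. A fit of all 8 libraries with a shared estimate of the spread called 249 genes at 2.5 dpf. A filter at a mean of 2 FPKM called 28 of 11825. A block on the replicate number called 738 genes at 2.5 dpf and 830 at 2 dpf, so the contrast between the stages depends on leaving it out. Whether libraries of the same number share more than the number is unknown, and the block is not taken as a correction. Mutant libraries lay wholly above or wholly below the controls for 56.9% of the tested genes at 2 dpf and for 43.5% at 2.5 dpf, where chance gives 33.3%. They lay above for 6924 genes and below for 1868 at 2 dpf, and for 4225 and 3331 at 2.5 dpf. The chance value does not allow for the median shift of 0.18 at 2 dpf, and the shares were not recomputed after rescaling. Of the 544 genes called at 2 dpf, 511 (93.9%) changed in the same direction at 2.5 dpf, against 10188 of 15448 tested genes (66.0%). Among called genes with no overlap between groups, the largest rise on this scale was that of 1 of the identifiers named *ms4a17a.10* (ENSDARG00000093546), from 0.91 ± 0.0141 to 48.2 ± 2.05 FPKM (SD, n = 2 per group). The largest fall on this scale was that of *gnb3a*, from 25.2 ± 6.75 to 0.205 ± 0.247 FPKM (SD, n = 2 per group).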

At 2 dpf, the most enriched pathways in the mutant embryos were pathways that involve metal ion binding, cell de‐differentiation, NCC development, response to zinc ions, and chondrocyte proliferation (Figure 4C and Table S2). At 2.5 dpf, the three most enriched pathways were pathways that involve cell differentiation, mesenchyme migration, and negative regulation of the Notch signaling pathway (Figure 4D and Table S2). The pathway involving mesenchymal NC migration was shown previously to play a role in regulating cell pluripotency and self‐renewal.^49^ Moreover, the Notch signaling pathway regulates PA differentiation.^11^ Therefore, our data suggest that the stemness and/or differentiation state of NC progenitors differ between mutant and control embryos.

Next, we measured the gene expression levels in mutant and control embryos at 2 dpf (Figure 4E) and 2.5 dpf (Figure 4F). Our analyses revealed that genes involved in NC stemness and migration are significantly upregulated in mutant embryos at both time points, while genes involved in chondrocyte differentiation and cartilage development are significantly downregulated in mutant embryos at both time points. 

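Of the 18 genes shown in Figure 4E, *slc30a1a* among them, 17 passed the filter at 2 dpf and *nanog*, at 0.04 to 0.63 FPKM, did not. Over all genes tested, 8 of the 17 were called by limma at 2 dpf, among them *tert*, *mycn*, *foxi1*, *cxcr4a*, and *runx2b*. Adjusted over the list alone, 17 were called, which is not independent evidence because the study chose these genes on the same libraries. Log2 fold changes at 2 dpf lay between 0.53 and 1.47 for the stemness genes *nanog*, *tert*, *lin28a*, *mycn*, *msx2b*, and *snai2*, between 0.83 and 4.09 for the 4 migration genes and between −1.54 and −0.55 for the 6 differentiation genes, and for each of these the mutant libraries did not overlap the controls. The largest of these changes was that of *foxi1* (ENSDARG00000104566), at 0.245 ± 0.0212 FPKM (SD, n = 2) in controls and 20.2 ± 0.0566 FPKM (SD, n = 2) in mutants (standard error 0.17, limma adjusted p = 0.000788). With each control replicate left out in turn 0 of the Figure 4E genes were called by limma over all genes tested (17 and 15 of them at an unadjusted p under 0.05), as were 0 of all genes, and 1 and 2 were called without mutant replicate 1 and without mutant replicate 2. Without the filter 1 of the 18 was called and with quantile normalization 3 of the 17, while 10 of the tested genes were higher and 7 lower with the authors' scaling, with median‐ratio rescaling and with quantile normalization. At 2.5 dpf, 16 of the 17 genes of Figure 4F were tested, and limma called 0 over all genes tested. At an unadjusted p under 0.05 there were 14, and adjusted over the list alone there were 14. Over all genes tested, the fit of all 8 libraries called 4 of them and the filter at a mean of 2 FPKM called 1. The block on the replicate number called 13. Adjusted over the list alone, 16 were called without control replicate 1, 7 without control replicate 2, 5 without mutant replicate 1 and 10 without mutant replicate 2. Log2 fold changes at 2.5 dpf were 0.49 to 1.28 for the stemness genes *nanog*, *tert*, and *lin28a*, 3.27 for *foxi1*, and −1.70 to −0.93 for the 5 differentiation genes, while the migration gene *cxcr4a* was also higher. The 5 cartilage development genes lay between −2.77 and −1.04, and of these *nog3*, *snorc*, and *col11a2* did not overlap between groups. Much of the fall in the cartilage development genes came from control replicate 2. *matn1* was at 2.93 and 59.7 FPKM in the control libraries and at 0.22 and 3.19 FPKM in the mutants, and its log2 fold change was −0.80 without that replicate. Without it those of the other cartilage development genes were −1.06 for *nog3*, −1.62 for *snorc*, −0.64 for *col11a2*, and −0.17 for *tgfb3*. From the rise of stemness and migration genes and the fall of differentiation and cartilage genes, the paper proposes that chondrocytes develop abnormally because NC progenitors are arrested and PA differentiation is then inhibited.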

Consistent with their phenotype, the abnormal development of chondrocytes in mutant embryos may be attributed to the arrest of NC progenitors and the subsequent inhibition of PA differentiation.

### 2.5 Zinc accumulates in pharyngeal NCCs in mutant embryos

SLC30A1 is a putative transporter of divalent metal cations. We, therefore, analyzed the cluster of metal ion‐binding genes that our SMART‐seq analysis revealed is enriched in mutant embryos. Interestingly, we found that the *mt* gene (which encodes the metal‐binding protein metallothionein) was the most upregulated gene in the mutant embryos compared to controls (Figure 5A). 

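The tables hold 1 metallothionein under a symbol of this form, *mt2* (ENSDARG00000041623), and it was taken as the paper's *mt*. At 2 dpf *mt2* was at 1.12 ± 0.339 FPKM (SD, n = 2) in controls and at 39.5 ± 14.5 FPKM (SD, n = 2) in mutants, a log2 fold change of 4.22 (standard error 0.28, limma adjusted p = 0.00267). At 2.5 dpf *mt2* was at 0.57 ± 0.382 FPKM (SD, n = 2) in controls and at 12.2 ± 6.70 FPKM (SD, n = 2) in mutants, a log2 fold change of 2.99 (standard error 0.40, limma adjusted p = 0.0953). Without control replicate 1 and without control replicate 2, where no gene of 2 dpf was called, the adjusted p of *mt2* was 0.113 and 0.0932, within a range of 0.00128 to 0.113 over the alternatives. At 2.5 dpf the adjusted p of *mt2* was 0.0164 in the fit of all 8 libraries, within a range of 0.000666 to 0.440. The fold change of a gene this low in controls depends on the pseudocount. Among all genes tested at 2 dpf, *mt2* ranked 5 by the rise with a pseudocount of 1, 10 with a pseudocount of 0.1, and 27 by the ratio of mean FPKM, and it ranked 17 by p. At 2.5 dpf these ranks were 18, 16, 46, and 81. Which genes carry the annotation of metal ion binding was not analysed here. The genes named as higher in Figure 5A, *mt2*, *fthl28*, *mat2al*, *rps27l*, and *lnx1*, had log2 fold changes between 2.43 and 4.45 at 2 dpf, where all 5 were called, and between 2.06 and 3.33 at 2.5 dpf, where limma called 0 of them and all 5 had an unadjusted p under 0.05. The 6 identifiers of the genes named as lower, *zgc:154125*, *tgm2l*, *hbae1.1*, *nr4a1*, and *hbae1.3*, lay between −1.69 and −1.39 at 2 dpf, where all 6 were called, and between −2.04 and 0.44 at 2.5 dpf, where 3 of the 6 were higher in mutants.

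**Figure D1:**
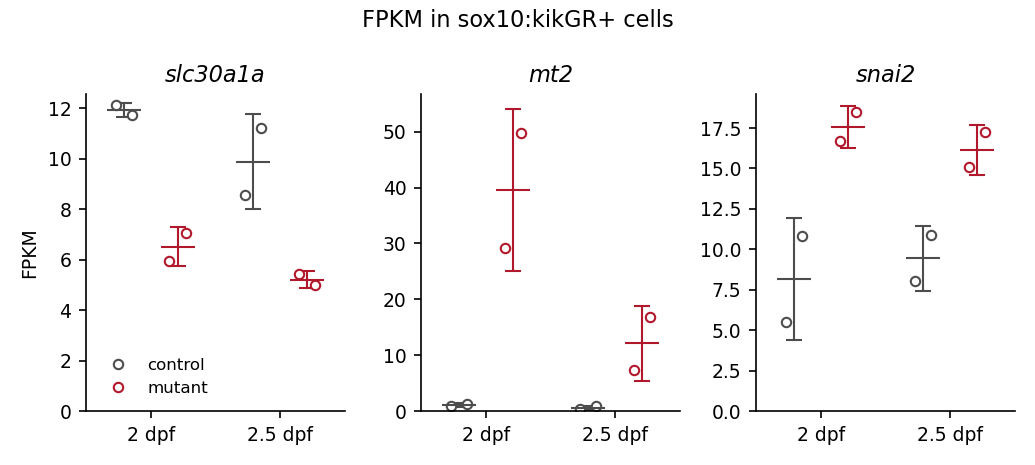
FPKM of *slc30a1a*, *mt2*, and *snai2* in each library at 2 and 2.5 dpf, with controls in grey and mutants in red; each point is a library, the long line is the mean of 2 libraries and the whiskers span 1 SD to each side. The mutant libraries of *slc30a1a* lie below the controls and those of *mt2* and *snai2* above them at both stages.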

Consistent with this finding, qPCR analysis confirmed that the expression of *mt* is significantly increased in mutant *sox10* ^+^ cells at both 2 and 2.5 dpf (Figure 5B). Using in situ hybridization, we also found that *mt* mRNA levels were increased in the ventral PA of mutant embryos at 2.5 dpf (Figure 5C).

**FIGURE 5:**
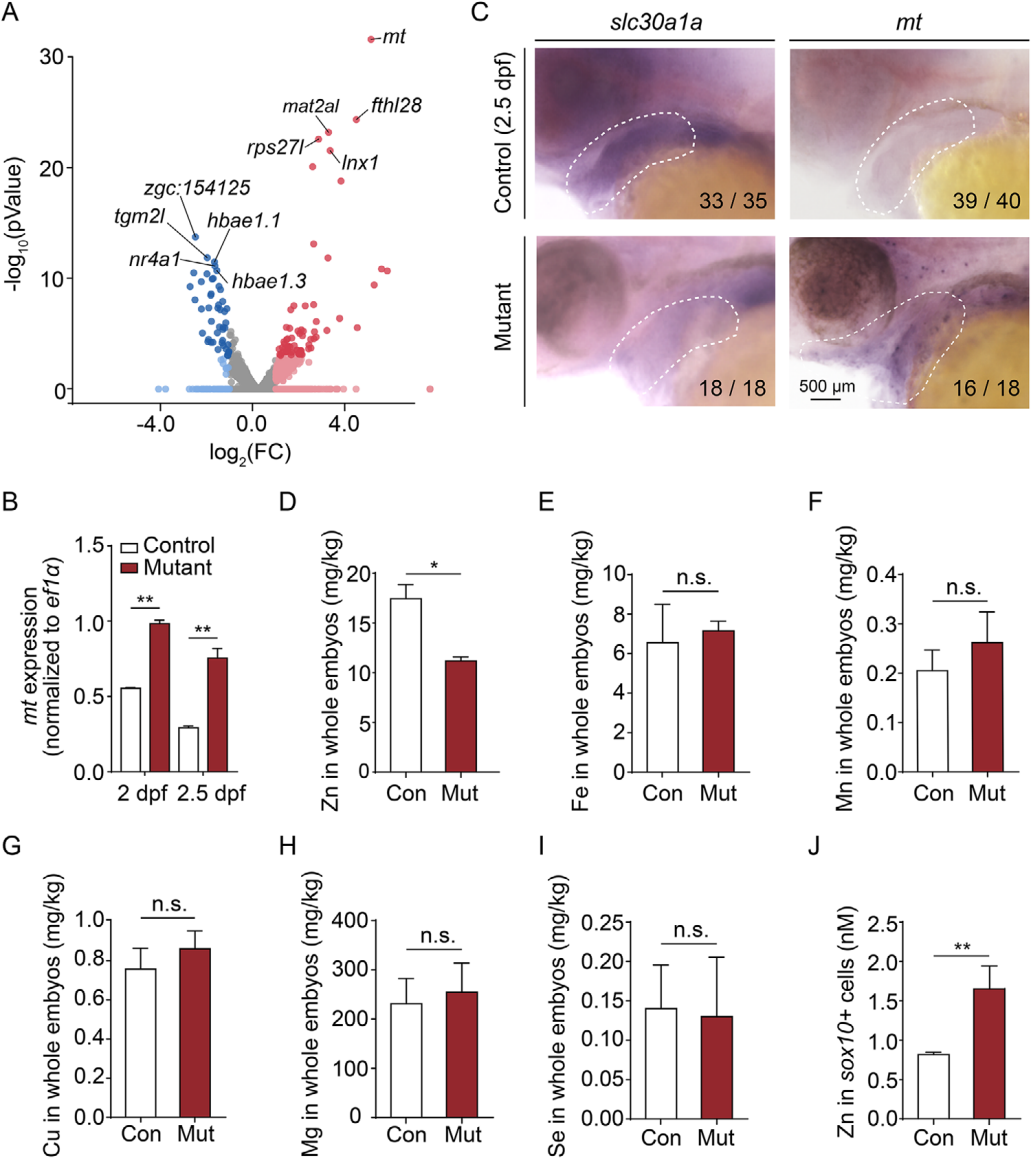
Zinc levels are increased in the pharyngeal arch (PA) of mutant embryos. (A) Volcano plot showing the relative expression of metal ion‐binding genes from Gene Ontology (GO):0046872. Blue and red dots indicate significantly (*p *< 0.05) downregulated and upregulated genes, respectively, and the *mt* gene is indicated. Gray dots indicate genes that were neither upregulated nor downregulated (*p *> 0.05). (B) Summary of *mt* mRNA measured in *sox10* ^+^ cells obtained from control and mutant embryos at 2 dpf and 2.5 dpf. (C) Whole‐mount in situ hybridization of the indicated genes in control and mutant embryos at 2.5 dpf. (D–I) Summary of Zn (D), Fe (E), Mn (F), Cu (G), Mg (H), and Se (I) concentration measured in control and mutant embryos using inductively coupled plasma mass spectrometry (ICP‐MS) (*n* = 2 sets of 100 embryos/group). (J) Summary of Zn concentration measured in *sox10* ^+^ cells isolated from control and mutant embryos at 2 dpf using a fluorescent zinc indicator (*n* = 3 sets of 30,000 cells/group). *p < 0.05, **p < 0.01, n.s., not significant

Given that the Mt protein plays an important role in zinc storage,^50^ we then measured the concentration of various ions in whole embryos using inductively coupled plasma mass spectrometry (ICP‐MS). We found that among the ions analyzed, zinc was the only ion significantly decreased in mutant embryos compared to controls (Figure 5D–I), suggesting that zinc is the principal ion transported by Slc30a1a and/or Slc30a1b in zebrafish. In addition, we found that the cell‐permeable zinc chelator TPEN caused 100% mortality in mutant embryos, but had no effect on control embryos (Figure S4D), suggesting that mutant embryos are more susceptible to zinc deficiency. We also used a fluorescent zinc indicator to measure intracellular zinc levels in *sox10* ^+^ cells isolated from mutant and control embryos. Interestingly, we found significantly higher zinc levels in mutant cells compared to control cells (Figure 5J), consistent with intracellular zinc accumulation. Taken together, these data indicate that zinc, which is transported by Slc30a1 proteins, accumulates primarily in the ventral PA and leads to abnormal PA development in mutant embryos.

### 2.6 Slc30a1a and Slc30a1b regulate PA differentiation via the Jagged‐Notch signaling pathway

The differentiation of pharyngeal chondrocytes is dependent upon spatially defined gene expression along the DV axis.^32^ We, therefore, examined the expression of domain signature genes along the DV axis. 

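Dorsal genes were taken from Table S3, which lists 36 at each stage, among them *jag1b*, *nr2f5*, *ednraa*, *prss35*, *postnb*, *bmp2b*, and *twist1a*, with 2 genes at 2 dpf and 1 at 2.5 dpf under the filter on low values. At 2 dpf the median log2 fold change of the 36 genes was 0.49, and 32 of them were higher in mutants (two‐sided exact Wilcoxon signed‐rank test across genes, p = 4.92e-09, adjusted p = 3.93e-08 over the 8 tests of 4 domains at 2 stages). At 2.5 dpf the median was 0.12 and 23 of the 36 were higher (exact p = 0.00263, adjusted p = 0.0105). This test takes genes as replicates and moves with any shift common to all genes. Less the median of all tested genes, the dorsal median was 0.32 at 2 dpf (exact p = 2.12e-05) and 0.10 at 2.5 dpf (exact p = 0.00512). A competitive test against all other tested genes, camera with a preset correlation of 0.01 between genes, gave an adjusted p = 0.00291 at 2 dpf and an adjusted p = 0.0462 at 2.5 dpf, toward higher levels in mutants. The rotation test fry asks whether the genes changed from 0 and not whether they changed more than others, and it called them at neither stage (adjusted p = 0.579 at 2 dpf and adjusted p = 0.770 at 2.5 dpf). Camera with the correlation estimated from the libraries, 0.248 at 2 dpf and 0.417 at 2.5 dpf, gave an adjusted p = 0.999 at either stage. That estimate rests on 2 residual degrees of freedom, and with it camera called none of the other gene lists tested either. It therefore decides nothing about the dorsal genes. The preset correlation is an assumption as well, and the p-values under it are too small if the dorsal genes vary together as much as estimated. The value at 2.5 dpf rested on control replicate 1. Without it the dorsal median at 2.5 dpf was −0.01 (exact p = 0.762, adjusted p = 0.932) and without control replicate 2 it was 0.37, and the adjusted p of camera was 0.650 without control replicate 1, 0.151 without mutant replicate 2, and 0.0667 with a pseudocount of 0.1, within a range of 1.80e-05 to 0.999 over the alternatives. At 2 dpf the median stayed between 0.31 and 0.73 with each library left out in turn, and the adjusted p of camera was 0.106 without control replicate 1, within a range of 3.30e-06 to 0.999.

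**Figure D2:**
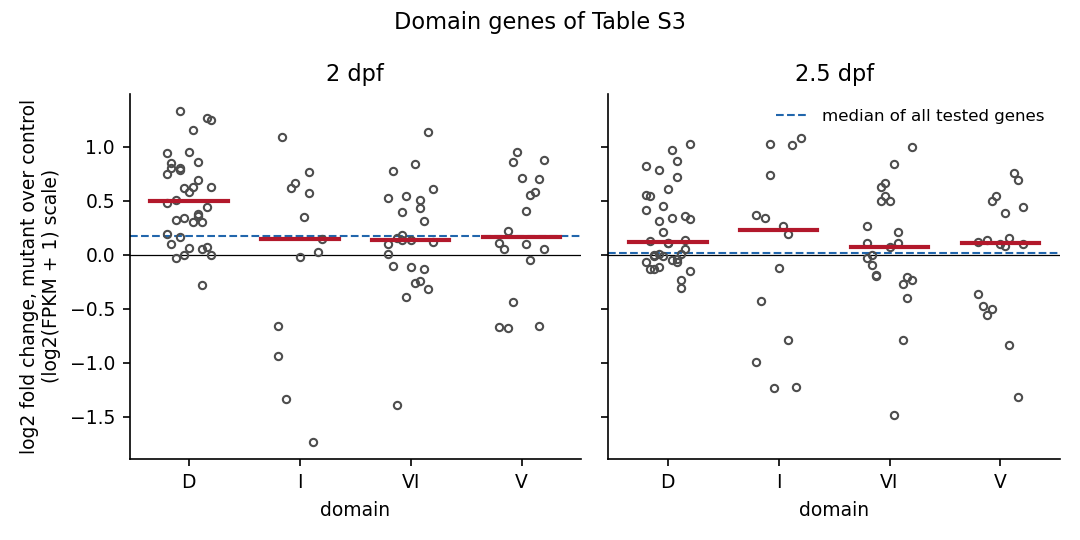
Log2 fold change, mutant against control, of the genes of Table S3 in the dorsal (D), intermediate (I), ventral‐intermediate (VI), and ventral (V) domains at 2 and 2.5 dpf; each point is a gene, the red line is the median of the domain and the dashed blue line the median of all tested genes. The dorsal median lies 0.32 above that of all tested genes at 2 dpf and 0.10 above it at 2.5 dpf.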

We found that dorsal genes are significantly upregulated in the mutant embryos compared to age‐matched controls at both 2 and 2.5 dpf (Figure 6A,B and Table S3), indicating that the PA develops a “dorsalized” pattern in mutant embryos.

**FIGURE 6:**
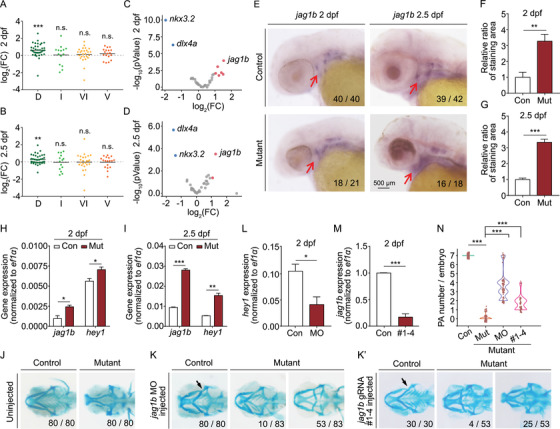
The upregulated Jagged‐Notch signaling inhibits PA development in mutants. (A and B) The domain‐specific difference in gene expression in mutants relative to controls measured along the dorsal/ventral (DV) axis at 2 dpf (A) and 2.5 dpf (B). D, dorsal; I, intermediate; VI, ventral‐intermediate; V, ventral. **p < 0.01 and ***p < 0.001. (C and D) Volcano plots summarizing the difference in expression of marker genes in mutants relative to controls measured along with the anterior/posterior (AP) and DV axes at 2 dpf (C) and 2.5 dpf (D). Blue and red dots indicate significantly (*p *< 0.05) downregulated and upregulated genes, respectively. Gray dots indicate genes that were neither upregulated nor downregulated (*p *> 0.05). The *dlx4a*, *jag1b*, and *nkx3.2* genes are indicated. (E–G) Whole‐mount in situ hybridization of *jag1b* in control and mutant embryos at 2 and 2.5 dpf (E), and summary of the staining area at 2 dpf (F) and 2.5 dpf (G), normalized to the respective controls. (H and I) Summary of *jag1b* and *hey1* mRNA measured in *sox10* ^+^ cells isolated from control and mutant embryos at 2 dpf (H) and 2.5 dpf (I). (J and K) Representative images of head cartilage staining in control and mutant embryos (J) and embryos injected with the *jag1b* MO (K) or a set of four CRISPR/Cas9 ribonucleoprotein complexes (K’). Examples of two distinct mutant phenotypes, with the corresponding frequencies, are shown in K and K’. The arrows in K and K’ indicate the characteristic “kink” in the control embryos. (L) Summary of *hey1* mRNA measured in *sox10* ^+^ cells isolated from control embryos and control embryos injected with the *jag1b* MO. (M) Summary of *jag1b* mRNA measured in control embryos and control embryos injected with the *jag1b* CRISPR/Cas9 ribonucleoprotein complexes. (N) Violin plot summarizing the number of PA pairs/embryos in control embryos, mutant embryos, and mutant embryos injected with either the *jag1b* MO or the *jag1b* CRISPR/Cas9 ribonucleoprotein complexes

Next, we analyzed canonical regulatory signaling pathways related to PA development along the AP and DV axes using volcano plots (Table S4).^8^, ^51^, ^52^ We found that the *dlx4a* and *nkx3.2* genes were downregulated, while the *jag1b* gene was upregulated, in mutant embryos compared to controls (Figure 6C,D). These findings are consistent with previous reports that the *nkx3.2* gene is a marker for joint development and that the expression of both *nkx3.2* and *dlx4a* is suppressed by *jag1b* during PA differentiation.^7^, ^12^ As an internal control, we found that the expression of ventral marker *hand2* ^8^ was similar between mutant and control embryos (Figure S4E).

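At 2 dpf *jag1b* (ENSDARG00000013168) was at 1.83 ± 0.665 FPKM (SD, n = 2) in controls and at 5.27 ± 1.23 FPKM (SD, n = 2) in mutants, a log2 fold change of 1.15 (standard error 0.24, limma adjusted p = 0.0586). At 2.5 dpf *jag1b* was at 2.04 ± 0.658 FPKM (SD, n = 2) in controls and at 4.94 ± 1.12 FPKM (SD, n = 2) in mutants, a log2 fold change of 0.97 (standard error 0.25, limma adjusted p = 0.243). The level of *dlx4a* (ENSDARG00000011956) went from 105 ± 57.9 to 36.8 ± 7.90 FPKM (SD, n = 2 per group) at 2 dpf, a log2 fold change of −1.39 (standard error 0.38, limma adjusted p = 0.0978). At 2.5 dpf it went from 101 ± 26.0 to 35.2 ± 8.63 FPKM (SD, n = 2 per group), a log2 fold change of −1.49 (standard error 0.27, limma adjusted p = 0.146). *nkx3.2* (ENSDARG00000037639) went from 26.4 ± 12.6 to 6.77 ± 0.0566 FPKM (SD, n = 2 per group) at 2 dpf, a log2 fold change of −1.74 (standard error 0.32, limma adjusted p = 0.0423), and was the only one of the 3 genes called. That call was lost without the filter, with quantile normalization, in the fit of all 8 libraries, and without mutant replicate 1 or mutant replicate 2, as well as without control replicate 1 or control replicate 2, where no gene was called, and with a library left out the adjusted p lay between 0.101 and 0.178. At 2.5 dpf *nkx3.2* went from 14.6 ± 5.77 to 5.59 ± 2.21 FPKM (SD, n = 2 per group), a log2 fold change of −1.23 (standard error 0.36, limma adjusted p = 0.281). The mutant and control libraries of the 3 genes did not overlap at either stage. Table S4 lists 40 genes, of which 38 were tested at 2 dpf and 39 at 2.5 dpf. At 2 dpf 2 of them, *msx2b* and *nkx3.2*, were called over all genes tested, 11 adjusted over the list alone, and 13 at an unadjusted p under 0.05. Adjusted over the list alone, 1 was called with median‐ratio rescaling and 2 with quantile normalization. The other settings that kept every library called between 7 and 14 over the list alone. Fewer were also called over the list alone without control replicate 1 or without either mutant replicate, but not without control replicate 2. At 2.5 dpf limma called 0 over all genes tested and 0 adjusted over the list alone, with 5 at an unadjusted p under 0.05. The block on the replicate number called 4 over all genes tested at either stage. Without any one of the 4 libraries limma called 0 at 2 dpf over all genes tested, with 12 to 17 at an unadjusted p under 0.05. The count was also 0 without the filter, with quantile normalization and in the fit of all 8 libraries (13, 13 and 11 at an unadjusted p under 0.05), and it was 1 with a pseudocount of 0.1 or median‐ratio rescaling. *hand2* was at 74.8 ± 25.5 FPKM (SD, n = 2) in controls and at 120 ± 7.99 FPKM (SD, n = 2) in mutants at 2 dpf, a log2 fold change of 0.71 (limma adjusted p = 0.156). At 2.5 dpf its log2 fold change was 0.10 (limma adjusted p = 0.932), and the sign reversed with quantile normalization (−0.00), without control replicate 1 (−0.17) and without mutant replicate 1 (−0.25).

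**Figure D3:**
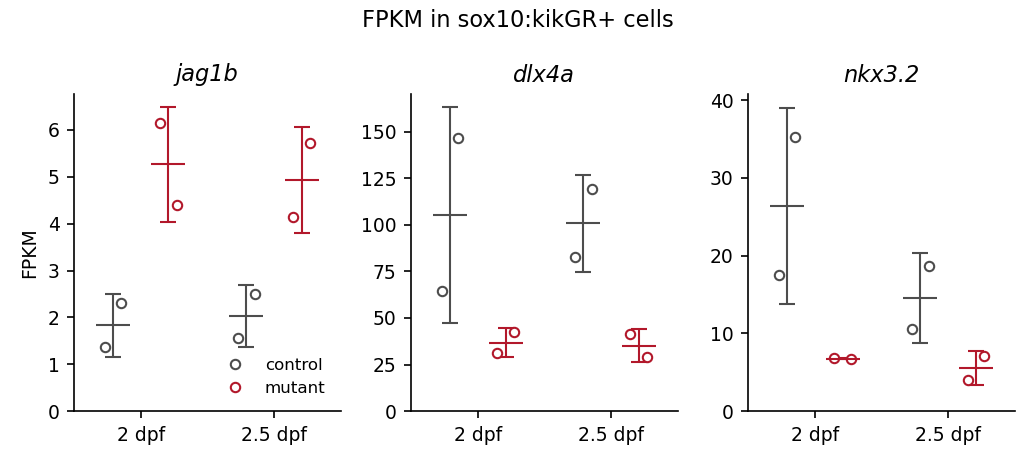
FPKM of *jag1b*, *dlx4a*, and *nkx3.2* in each library at 2 and 2.5 dpf, with controls in grey and mutants in red; each point is a library, the long line is the mean of 2 libraries and the whiskers span 1 SD to each side. The mutant libraries of *jag1b* lie above the controls and those of *dlx4a* and *nkx3.2* below them at both stages.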

To examine whether the decreased expression of *dlx4a* and/or the increased expression of *jag1b* contributes to the impaired PA development in mutant zebrafish embryos, we analyzed the expression pattern of these two genes using in situ hybridization. Consistent with our SMART‐seq data, we found that *dlx4a* was significantly downregulated in the PA (Figure S4F). Interestingly, we also found a more diffuse pattern of *jag1b* expression that included the ventral PA in mutant embryos at both 2 and 2.5 dpf (Figure 6E). Moreover, quantitative analyses revealed that *jag1b* expression was significantly higher in the PA region in mutant embryos compared to controls at both time points (Figure 6F,G). Consistent with these results, quantitative PCR analysis confirmed that *dlx4a* is downregulated (Figure S4G) and *jag1b* is upregulated in mutant embryos compared to age‐matched controls (Figure 6H,I). However, overexpressing *dlx4a* in mutant embryos failed to rescue PA formation (Figure S4H–J). To determine whether the increased *jag1b* expression in the mutant embryos causes impaired PA differentiation, we used a morpholino (MO) to block the translation of *jag1b* mRNA,^53^ as well as a set of four CRISPR/Cas9 ribonucleoprotein complexes to decrease transcription of the *jag1b* gene.^54^

Because the *jag1b* MO has been shown to cause a phenotype similar to *jag1b* mutants,^12^ we first examined the skeletal phenotype in our morphants to confirm the efficacy of the MO. We found that *jag1b* morphants develop a phenotype that includes the characteristic kink (Figure 6J–K’) and reduced dorsal hyomandibula (Figure S5A) as reported previously in *jag1b* mutants.^12^ In addition, Jag1b is a well‐known ligand for Notch signaling upstream of *hey1*,^8^ which was also upregulated in our mutant embryos (Figure 6H,I). We found that control embryos injected with the *jag1b* MO have reduced expression of *hey1* (Figure 6L). Taken together, these data confirm that our MO‐based strategy is both reliable and effective in zebrafish embryos. Notably, we also found that treating mutant embryos with the *jag1b* MO partially prevented the phenotype, with a subset of mutants showing normal development (Figure 6K).

Next, we designed four gRNAs that target the *jag1b* gene and injected this set of CRISPR/Cas9 ribonucleoprotein complexes into the embryos (Figure S5B). We found that each gRNA resulted in the effective editing of *jag1b* transcription (Figure S5B), thus knocking out *jag1b* expression in the injected embryos (Figure 6M). Consistent with our results obtained with the *jag1b* morphants, we found that treating mutant embryos with the CRISPR/Cas9 ribonucleoprotein partially restored PA development (Figure 6K’,N). These results support our hypothesis that increased *jag1b* expression at least partially accounts for the impaired PA formation observed in *slc30a1 a*/*slc30a1b* double‐knockout embryos.

To investigate whether the inhibitory effect of *j* *ag1b* on PA formation requires the Notch signaling pathway, we measured the expression of the reporter gene *hey1* in both mutant and control embryos and found that *hey1* expression was significantly higher in mutant embryos compared to controls (Figure 6H,I). Moreover, we found that both mutants injected with a *notch2* MO and mutants treated with the Notch signaling inhibitor DAPT (which inhibits γ‐secretase) had higher pharyngeal cartilage development compared to untreated mutants (Figure S6A,B). Taken together, these findings indicate that *slc30a1a* and *slc30a1b* regulate PA differentiation via the Jagged‐Notch signaling pathway.

### 2.7 Zinc modulates PA development by targeting *snai2*‐mediated *jag1b* expression

Next, we attempted to identify the upstream regulator of *jag1b* that contributes to the abnormal PA development in mutant embryos. We, therefore, integrated the stemness markers upregulated in mutant embryos with publicly available databases containing candidate genes and/or pathways upstream of *jag1* expression. TRRUST (Transcriptional Regulatory Relationships Unraveled by Sentence‐based Text‐mining) is a manually curated database of human and mouse transcriptional regulatory networks, providing transcription factors that target regulatory pathways derived from more than 20 million articles in PubMed describing small‐scale experimental studies of transcriptional regulation.^55^ SIGNOR (SIGnaling Network Open Resource) is a public repository containing signaling information as binary causal relationships between biological entities, collected from more than 11,000 manually annotated causal relationships between proteins that participate in signal transduction.^56^

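In the SMART‐seq libraries, *snai2* (ENSDARG00000040046) was at 8.17 ± 3.79 FPKM (SD, n = 2) in controls and at 17.6 ± 1.29 FPKM (SD, n = 2) in mutants at 2 dpf. The log2 fold change at 2 dpf was 1.08 (standard error 0.30, limma adjusted p = 0.0978). At 2.5 dpf *snai2* was at 9.44 ± 2.01 FPKM (SD, n = 2) in controls and at 16.2 ± 1.53 FPKM (SD, n = 2) in mutants, a log2 fold change of 0.73 (standard error 0.22, limma adjusted p = 0.290). No alternative brought the adjusted p of *snai2* under 0.05. With each library left out in turn, the log2 fold change lay between 0.65 and 1.52 at 2 dpf (limma adjusted p from 0.113 to 0.286) and between 0.53 and 0.92 at 2.5 dpf (limma adjusted p from 0.473 to 0.785). Both mutant libraries were above both control libraries at each stage.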

As shown in Figure 7A, *snai2* was the sole candidate gene that overlaps with upregulated stemness markers and these two databases. Using qPCR, we found that treating embryos with zinc significantly upregulated *snai2* expression (Figure 7B); moreover, we found that *snai2* is expressed robustly in *sox10* ^+^ cells, but not in *sox10* ^‒^ cells (Figure 7C). Using in situ hybridization, we also found that *snai2* is expressed throughout the PA at 2 dpf, whereas its expression is largely restricted to the ventral PA at 2.5 dpf (Figure 7D). In addition, *snai2* expression was higher in the mutants than in control embryos at both 2 and 2.5 dpf (Figure 7D). The increased expression of *snai2* in mutant *sox10* ^+^ cells compared to control *sox10* ^+^ cells was confirmed using qPCR at both 2 dpf (Figure 7E) and 2.5 dpf (Figure 7F).

**FIGURE 7:**
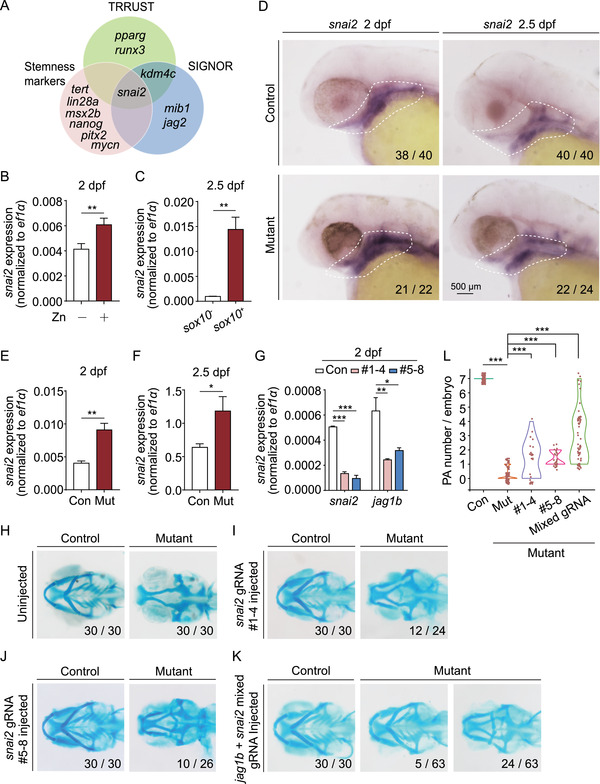
Snai2 is the upstream regulator of *jag1b*. (A) Venn diagram summarizing the overlap among genes determined by cross‐referencing the Transcriptional Regulatory Relationships Unraveled by Sentence‐based Text‐mining (TRRUST) database, SIGnaling Network Open Resource (SIGNOR) database, and stemness markers analyzed using SMART‐seq. (B) Summary of *snai2* mRNA measured in *sox10* ^+^ cells isolated from control embryos and control embryos exposed to 1 mM zinc. (C) Summary of *snai2* mRNA measured in *sox10* ^‒^ and *sox10* ^+^ cells isolated from *Tg(sox10:kikGR*) embryos. (D) in situ hybridization of *snai2* in control and mutant embryos at 2 and 2.5 dpf. (E and F) Summary of *snai2* mRNA measured in *sox10* ^+^ cells isolated from control and mutant embryos at 2 dpf (E) and 2.5 dpf (F). (G) Summary of *snai2* mRNA and *jag1b* mRNA measured in wild‐type embryos and wild‐type embryos injected with two different sets of *snai2* CRISPR/Cas9 ribonucleoprotein complexes. (H–K) Representative images of cartilage staining of control and mutant embryos. Where indicated, the embryos were injected with the *snai2* CRISPR/Cas9 ribonucleoprotein complexes (I and J) or both the *snai2* and *jag1b* CRISPR/Cas9 ribonucleoprotein complexes (K). Examples of two distinct mutant phenotypes, with the corresponding frequencies, are shown in panel (K). (L) Violin plot summarizing the number of PA pairs/embryos in control embryos and mutant embryos injected with the *snai2* CRISPR/Cas9 ribonucleoprotein complexes alone or together with the *jag1b* CRISPR/Cas9 ribonucleoprotein complexes (mixed gRNA). *p < 0.05, **p < 0.01, and ***p < 0.001

Next, we designed eight gRNAs to targeted the *snai2* gene and injected two sets of four CRISPR/Cas9 ribonucleoprotein complexes in embryos (Figure S6C). We found that each set of gRNAs led to editing of *snai2* (Figure S6C), thus knocking down *snai2* expression in injected embryos (Figure 7G). Interestingly, we found that reducing *snai2* expression using either set of four CRISPR/Cas9 ribonucleoprotein complexes significantly decreased *jag1b* expression (Figure 7G) and partially restored PA formation in mutant embryos (Figure 7H–J). Moreover, co‐injecting the *snai2* and *jag1b* CRISPR/Cas9 ribonucleoprotein complexes was more effective than injecting either complex alone with respect to restoring PA development and cartilage production (Figure 7K–L). Taken together, these results indicate that *snai2* expression is regulated by zinc and that Snai2 promotes PA development via *jag1b* expression.

### 2.8 The double ZF domain in Snai2 is required for the zinc‐responsive regulation of PA development

Snai2 is a ZF‐containing transcription factor that plays a clear role in maintaining cellular plasticity and multipotency.^57^ We, therefore, examined whether the ZF domain in Snai2 plays a role in regulating *jag1b* expression. We found that exposing zebrafish embryos to 1 mM zinc significantly upregulated the zinc marker gene *mt* in *sox10* ^+^ cells (Figure 8A). Notably, although *jag1b* expression was significantly increased in both zinc‐treated embryos and *snai2*‐overexpressing embryos (Figure 8B), zinc treatment alone was more effective than overexpressing *snai2* at increasing *jag1b* expression (Figure 8B), suggesting that Snai2 upregulates *jag1b* expression via a zinc‐dependent process.

**FIGURE 8:**
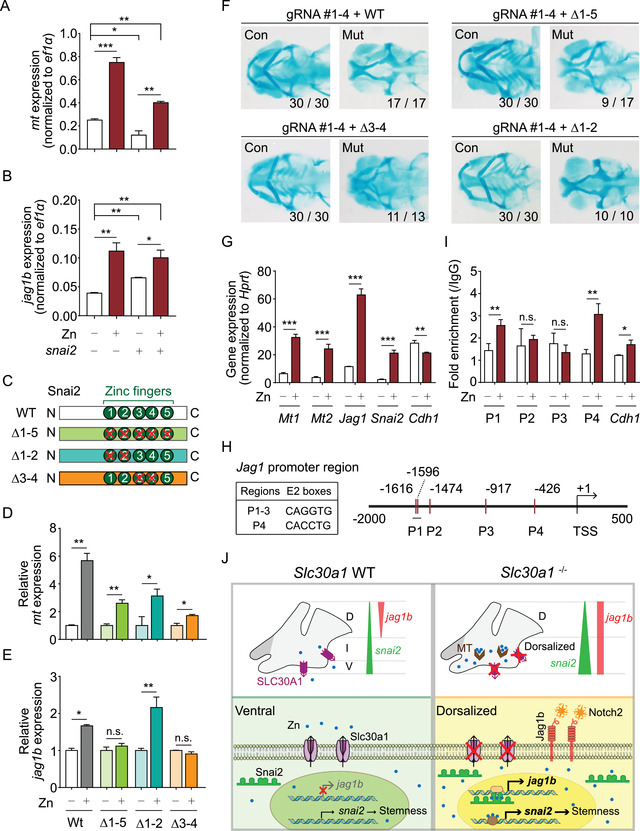
*snai2* regulates *jag1b* expression via its double zinc‐finger domain. (A and B) Summary of *mt* mRNA(A) and *jag1b* mRNA (B) measured in *sox10* ^+^ cells isolated from control embryos treated with zinc and/or injected with *snai2* mRNA. (C) Schematic diagram depicting the wild‐type (WT) Snai2 protein and three mutant Snai2 constructs lacking the indicated zinc‐finger (ZF) domains. (D and E) Summary of *mt* mRNA (D) and *jag1b* mRNA (E) measured in *sox10* ^+^ cells isolated from control embryos co‐injected with *snai2* CRISPR/Cas9 ribonucleoprotein complexes together with either WT *snai2* mRNA or the indicated mutant *snai2* mRNAs; where indicated, the embryos were treated 1 mM zinc. (F) Representative images of cartilage staining in the heads of control and mutant embryos co‐injected with *snai2* CRISPR/Cas9 ribonucleoprotein complexes together with either WT *snai2* mRNA or the indicated mutant *snai2* mRNAs. (G) Summary of *Mt1*, *Mt2*, *Snai2*, *Jag1*, and *Cdh1* mRNA measured in mouse primary mesenchymal stem cells (MSCs) cultured in the absence or presence of 10 μM zinc. (H) Schematic illustration of the *Jag1* promoter region, showing the approximate locations and sequences of the five E2 boxes. P1 through P4 indicate the primer pairs used for chromatin immunoprecipitation (ChIP) analysis, and the transcription start site (TSS) is indicated. (I) ChIP assay of mouse primary MSCs using the SNAI2 antibody for pull‐down followed by quantitative polymerase chain reaction (qPCR) using the indicated primer pairs to amplify the *Jag1* promotor region. Where indicated, the cells were cultured in the absence or presence of 10 μM zinc. The *Cdh1* promoter was used as a positive control. (J) Under normal conditions in wild‐type embryos (top left), *slc30a1* is expressed in the ventral region to balance zinc homeostasis, *jag1b* is expressed in the dorsal region, and *snai2* is expressed in the ventral pharyngeal arch (PA) more robustly than in the dorsal PA. Ventral *snai2* expression suggests a stemness state in this region (bottom left). In the absence of Slc30a1 proteins (top right), zinc accumulates both as free ions and bound to metallothionein (MT) proteins. The expression of *snai2* is increased in the ventral region, thereby expanding the pattern *jag1b* expression. In neural crest progenitor cells (bottom right), the expression of *jag1b* is upregulated via the double zinc‐finger in the Snai2 protein in a zinc‐dependent manner. The resulting increase in Jag1b activates downstream Notch signaling, arresting chondrocyte differentiation and resulting in “dorsalized” neural crest progenitor cells. *p < 0.05, **p < 0.005, ***p < 0.001, and n.s., not significant

As shown in Figure S6D, the Snai2 protein is highly conserved among humans, mice, and zebrafish; the protein contains five ZF domains (ZF1–5), with ZF3 and ZF4 forming a double ZF domain. To determine which ZF domain(s) in Snai2 responds to zinc and regulates *jag1b* expression, we generated a series of mutant *Snai2* mRNAs in which the resulting proteins lack specific ZF domains (Figure 8C). We then co‐injected control embryos with the CRISPR/Cas9 ribonucleoprotein complexes (to knockdown endogenous *snai2*) together with either wild‐type *snai2* or the various ZF‐deleted *snai2* mRNAs. We found that zinc increased *mt* expression in the injected embryos (Figure 8D), consistent with zinc accumulation. Interestingly, however, zinc treatment significantly increased *jag1b* expression in the embryos expressing either wild‐type *snai2* or the Δ1‐2 *snai2*, but had no effect on *snai2* expression in embryos expressing either the Δ1‐5 or Δ3‐4 *snai2* (Figure 8E). These results indicate that the double ZF domain formed by Z3 and Z4 in Snai2 is required for mediating the effects of zinc with respect to inducing *jag1b* expression.

Interestingly, we also found that PA formation in the *slc30a1a*/*slc30a1b* double‐knockout mutant embryos was rescued by the ribonucleoprotein complexes targeting *snai2* only when we co‐injected *snai2* mRNA lacking the double ZF domain (i.e., either the Δ1‐5 or Δ3‐4 *snai2* mRNA). In contrast, co‐expressing either wild‐type *snai2* or the Δ1‐2 *snai2* failed to rescue PA formation in mutant embryos (Figure 8F). Taken together, these findings suggest that the zinc‐mediated increase in *snai2* expression inhibits PA formation by upregulating *jag1b* via the double ZF domain in Snai2.

Finally, to determine whether zinc regulates *Snai2* and *Jag1b* expression in higher vertebrates such as mammals, we measured the expression of *Mt*, *Snai2*, *Jag1*, and *Cdh1* (which is suppressed by Snai2) in mouse mesenchymal stem cells cultured in the absence or presence of 10 μM zinc. We found that zinc treatment significantly upregulated *Mt*, *Snai2*, and *Jag1*, while significantly downregulated *Cdh1* (Figure 8G). Snai2 regulates gene expression by binding to the E2 boxes (CAGGTG or CACCTG) in its target gene's promoter region.^57^ We, therefore, designed four primer sets (P1–4) corresponding to each of the five E2 boxes (with P1 corresponding to the first two E2 boxes) in the *Jag1* promoter (Figure 8H), and then performed chromatin immunoprecipitation (ChIP) analysis using a Snai2 antibody for pull‐down followed by qPCR analysis using primer sets P1–4. We found that the sequences corresponding to primer sets P1 and P4 were highly enriched. As a positive control, we also found that the E2 boxes in the *Cdh1* gene were enriched following treatment with 10 μM zinc (Figure 8I). These results indicate that zinc promotes the binding of Snai2 to the *Jag1* promoter, upregulating *Jag1* expression.

## 3 DISCUSSION

Abnormal development of the neural crest‐derived PA has been associated with a variety of congenital birth defects in humans.^58^ Although considerable progress has been made with respect to the signaling pathways that regulate PA development from multipotent NCCs, the underlying mechanisms remain poorly understood.^59^ Here, using zebrafish as a model organism, we found that the zinc transporters Slc30a1a and Slc30a1b play an essential role in NC development and PA differentiation.

The putative zinc exporter Slc30a1 is a member of the Slc30a protein family,^21^ and mice lacking *Slc30a1* are embryonic lethal.^23^ Recently, Muraina et al. reported that zebrafish in which the last 40 amino acids of Slc30a1a are deleted have altered epiboly and impaired zinc homeostasis.^24^ Here, we report that zebrafish embryos lacking both *slc30a1a* and *slc30a1b* expression fail to develop a lower jaw and have reduced pharyngeal cartilage, as well as abnormal differentiation of neural crest progenitor cells, suggesting that both Slc30a1a and Slc30a1b are essential for embryonic development, particularly with respect to the formation of the PA from the NC.

Interestingly, we found that *slc30a1a*/*slc30a1b* double‐knockout embryos have lower zinc levels compared to control embryos and are more susceptible to zinc deficiency. Consistent with this finding, *Drosophila* that lack *slc30a1* expression in the gut are also more sensitive to zinc deficiency.^25^ In this respect, it is interesting to note that our in situ hybridization analysis showed that both *slc30a1a* and *slc30a1b* are expressed in the gut of zebrafish embryos. In early zebrafish development, *slc30a1a* is expressed around the yolk syncytial layers,^24^ which provides nutritional uptake from the yolk. Therefore, it is reasonable to speculate that a loss of Slc30a1 may lead to reduced zinc absorption from both the gut and the yolk syncytial layers, thus explaining the significantly reduced systemic zinc levels in *slc30a1a*/*slc30a1b* double‐knockout embryos.

In vertebrate embryonic development, zinc is an essential trace element.^60^, ^61^ However, precisely how zinc affects development and differentiation is currently unknown. Several in vitro studies investigated the regulatory role of zinc in stem cell programming, yielding contradictory results.^16^, ^17^, ^18^, ^19^ Nevertheless, whether zinc plays a role in NC development and/or pharyngeal stemness maintaining has not been investigated. In the *slc30a1* mutants, the NC‐derived pigments developed a comparable morphology to control siblings (Figure 1G), suggesting that the phenotype of pharyngeal cartilage deficiency is not resulted from a general NC development delay.

Thus, we provide novel evidence that zinc homeostasis is a key mechanism in regulating the stemness state of the pharyngeal progenitors, and that zinc accumulation in NCCs is tightly associated with the pharyngeal stemness arrest in developing zebrafish.

Given that zinc deficiency in embryogenesis causes the abnormal development of bone and cartilage,^62^ an interesting question is whether the phenotype observed in our mutant zebrafish is due to extracellular signaling or a cell‐autologous effect. Both Edn1 and Bmp4 are important exogenous signals that govern PA development.^8^ Moreover, their downstream signals are located primarily at ventral‐intermediate PAs. 

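The intermediate genes of Table S3, among them *nkx3.2*, *irx7*, *mef2ca*, and *emx2*, had a median log2 fold change of 0.15 over 13 genes at 2 dpf, with 8 of them higher in mutants (two‐sided exact Wilcoxon signed‐rank test across genes, p = 0.946). At 2.5 dpf the intermediate median was 0.23 over 14 genes, with 8 higher (exact p = 0.952). The ventral‐intermediate genes, among them the *dlx* and *msx* genes, had a median of 0.14 over 25 genes at 2 dpf, with 17 higher (exact p = 0.0551, adjusted p = 0.147 over the 8 domain tests), and of 0.07 over 23 genes at 2.5 dpf, with 12 higher (p = 0.445). The ventral genes, among them *hand2*, *barx1*, and *pitx1*, had medians of 0.17 (13 of 18 higher, exact p = 0.0898, adjusted p = 0.180) and 0.11 (12 of 18 higher, p = 0.766) at the 2 stages. All of these medians lie within 0.22 of the median of all tested genes of their stage. Their sign depended on the settings. At 2 dpf the intermediate median was −0.03 and the ventral median −0.01 after median‐ratio rescaling, and the ventral‐intermediate median was −0.02 with quantile normalization. At 2.5 dpf the ventral‐intermediate median was −0.03 with quantile normalization and −0.09 without mutant replicate 2, and without control replicate 1 the intermediate median was −0.03 and the ventral median −0.03. Without control replicate 2 the medians of the ventral‐intermediate genes at 2 dpf (0.29), the ventral genes at 2 dpf (0.40) and the ventral genes at 2.5 dpf (0.26) were called by the exact Wilcoxon test after adjustment over the 8 tests (adjusted p = 0.00243, 0.00467 and 0.0167). The median of a domain averages over genes that moved apart, such as *irx7* at a log2 fold change of −1.34 and *ms4a17a.11* at 1.09 among the intermediate genes at 2 dpf.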

Our analysis shows that the bulk gene expression in the intermediate PA and ventral‐intermediate PA is similar between mutant and control embryos. In addition, we found that the expression of *hand2*—a canonical target for both Edn1 and Bmp4^63^—is similar in the ventral PA between mutant and control embryos, suggesting that the impaired PA development in mutant embryos is likely due to a cell‐autologous effect.

Studies have shown that the graded expression of the so‐called Distal‐less‐related (Dlx) genes (including *dlx3*, *dlx4*, *dlx5*, and *dlx6*) among progenitor cells promotes the differentiation of pharyngeal chondrocytes,^45^ whereas Jag1b‐Notch2 signaling functions in the dorsal PA to inhibit differentiation and formation.^11^, ^12^ Our unbiased SMART‐seq analysis revealed that *jag1b* and *dlx4a* are significantly upregulated and downregulated, respectively, in mutant embryos, and inhibiting the Jag1b‐Notch2 pathway—but not overexpressing *dlx4a*—rescues PA development in mutant embryos. Given concerns regarding the ability of MOs to recapitulate mutant phenotypes,^64^ we used the *jag1b* and *notch2* MOs that were previously reported to produce a phenotype similar to mutant animals.^12^ We, therefore, conclude that loss of Slc30a1 proteins causes zinc overload in pharyngeal NCCs, which triggers these cells to arrest in a multipotent, dorsalized pattern.

Although the Jagged‐Notch pathway is known to function in the dorsal PA, its upstream signaling is poorly understood. We found that *snai2* is upstream of *jag1b*. In addition to serving as a marker gene for NC specification and migration, Snai2 also functions to promote cell survival and control stem cell properties in cancer cells.^57^ Interestingly, both *Snai2* overexpression and downregulation cause conditions associated with abnormal neural crest development in humans,^65^, ^66^, ^67^ suggesting that this gene plays an essential role in the development of the NC and NC‐derived tissues. However, precisely how *snai2* regulates the stemness state of NCCs in vivo is currently unknown. We found that *snai2* is robustly expressed in the ventral PA of mutant embryos and functions upstream of *jag1b* to regulate PA differentiation. Mechanistically, we found that the double ZF domain in Snai2 plays a key role in the response to zinc with respect to regulating *jag1b* during zinc accumulation. Our results, therefore, suggest a novel mechanism in which the zinc transporter Slc30a1 controls zinc homeostasis in pharyngeal NCCs, regulating *snai2* and downstream *jag1b* expression in order to determine PA differentiation.

In summary, we report that the zinc transporters Slc30a1a and Slc30a1b play an essential role in PA development in zebrafish, mediating zinc homeostasis in NC progenitor cells and regulating PA development by targeting the downstream *snai2*‐*jag1b*‐Notch axis (Figure 8J). These results underscore the importance of zinc homeostasis in multipotent NCCs, in which zinc accumulation induces stemness arrest. In addition, we report that the double ZF domain in Snai2 is critical for regulating *jag1b* expression in the presence of increased zinc. Importantly, these findings provide novel insights into the role that zinc transporters play in NC‐derived PA formation via the Snai2‐Jag1b cascade, providing compelling evidence that SLC30A1 may serve as a viable target in diagnosing and treating a wide range of congenital birth defects.

## 4 MATERIALS AND METHODS

### 4.1 Zebrafish

All zebrafish strains were maintained and bred in accordance with the guidelines of the core facilities at Zhejiang University School of Medicine and the Laboratory Animal Center, Zhejiang University.

### 4.2 Cell dissociation and flow cytometric sorting

Zebrafish embryos were digested for 30 min at 28°C in a protease solution containing 2 mg/ml collagenase (Roche) in trypsin‐EDTA (Gibco). The reaction was terminated by adding a fetal bovine serum to a final concentration of 10% (v/v). The cells were collected by centrifugation at 2000 rpm for 5 min at 4°C, resuspended in 4% fetal bovine serum in phosphate‐buffered saline (PBS), and placed on ice. To remove dead cells for flow cytometry, the cells were stained with SYTOX Blue (Invitrogen) before sorting using a FACS ARIA II SORP cell sorter (BD Biosciences). The cells were then directly homogenized in TRIzol LS reagent (Invitrogen), and total RNA was extracted using the Direct‐zol RNA kit (R2050, Zymo Research).

### 4.3 Whole‐mount in situ hybridization

in situ hybridization was performed as described previously^68^; for these experiments, mutant embryos and control siblings were mixed in a well for each reaction. All probes were cloned into pEASY‐T3 (Trans‐gene), and images were captured using an SMZ18 or AZ100 stereomicroscope (Nikon). Repeated experiments and quantitative data are presented as a fraction (X/N), in which the denominator (N) represents the total number of embryos used for in situ and numerator (X) represents the number of embryos with a given phenotype.

### 4.4 Gene knockout using CRISPR/Cas9

Target sites were designed and selected using the CHOPCHOP website (https://chopchop.cbu.uib.no/). Guide RNA (gRNA) templates were synthesized as previously described,^69^ and one or more gRNAs were mixed with Cas9 protein (CP02, PNA Bio) for microinjection into single‐cell stage embryos. The efficiency of genetically disrupting each target was determined by DNA sequencing, quantitative PCR, and/or in situ hybridization.

### 4.5 Alcian blue staining

At 4 dpf, zebrafish embryos were fixed in 4% paraformaldehyde (PFA) overnight, followed by dehydration in 75% methanol. The dehydrated embryos were then transferred to a solution containing 0.02% Alcian blue and 60 mM MgCl_2_ in ethanol for skeletal staining. The following day, the pigments were removed by incubation in 3% hydrogen peroxide for 2 h; the embryos were then rinsed in PBS and digested for 4 h in 50 mg/ml trypsin. Repeated experiments and quantitative data are presented as a fraction (X/N), in which the denominator (N) represents the total number of embryos used for Alcian blue staining and numerator (X) represents the number of embryos with a given phenotype.

### 4.6 Genotyping

For genotyping adult zebrafish, we biopsied the tail and extracted genomic for PCR analysis. We determined the Mendelian inheritance for all embryos with the same phenotype by dividing each embryo into two parts: the head was used for Alcian blue staining, and the tail was used to extract genomic DNA for genotyping. Using this approach, we matched the genotype of both *slc30a1* alleles with the corresponding phenotype, and perform rescue experiments in which we could match the genotype of each embryo with the corresponding phenotype. For in situ hybridization, we extracted genomic DNA from each embryo after in situ hybridization and performed sequencing to determine the genotype.

### 4.7 Immunofluorescence and TUNEL staining

Embryos fixed in 4% PFA were permeabilized with 0.1% Triton X‐100, rinsed several times in PBST buffer, and then blocked in 5% goat serum. For Col2 immunostaining, anti‐Collagen type II (1:100; II‐116B3, Developmental Studies Hybridoma Bank) and Cy3‐goat anti‐mouse (A0521, Beyotime) were used as the primary and secondary antibodies, respectively.^5^ For phosphohistone‐H3 (PH3) immunostaining, pH3‐Ser‐10 (sc‐8656‐R, Santa Cruz) and Cy3‐goat anti‐rabbit (A0516, Beyotime) were used as the primary and secondary antibodies, respectively. For TUNEL staining, the in situ Cell Death Detection Kit (12156792910, Roche) was used in accordance with the manufacturer's instruction. Images were captured using an FV1000 Bx61 or SpinSR IX83 confocal microscope (Olympus). At least five embryos from different treatments were used for quantification and statistical analysis.

### 4.8 Microinjection of plasmids, mRNAs, and morpholinos

The complete coding sequence of each gene was cloned and inserted into the pCS2 plasmid, which was linearized overnight and then transcribed using the mMESSAGE mMACHINE kit (AM1344, Ambion). The purified plasmid (20–30 pg/embryo) or mRNA (200–300 pg/embryo) was then injected into single‐cell stage zebrafish embryos. The sequences of the morpholinos are listed in Table S5.^53^, ^70^

### 4.9 Inductively coupled plasma mass spectrometry

ICP‐MS was performed as described previously.^69^ In brief, zebrafish embryos totaling at least 100 mg were collected in order to obtain sufficient material for subsequent analysis. The samples were transferred into acid‐washed cans for digestion, after which the residual acid was removed by evaporation and washing in ultrapure water. The digested samples were then diluted in Milli‐Q water and measured using a 7500ce ICP‐MS system (Agilent).

### 4.10 FACS analysis using a fluorescent zinc indicator

Intracellular zinc concentration was measured using the fluorescent indicator FluoZin‐3 AM (F24195, Invitrogen) as previously described.^71^ For the *Tg(sox10:kikGR)* zebrafish line, the embryos were exposed to UV light to convert green fluorescence to red fluorescence. The UV‐exposed embryos were then digested, and the cells were sorted using FACS. The sorted cells were collected and suspended in a 200 μl detection buffer containing (in mM): 5 glucose, 1 MgCl_2_, 1 NaH_2_PO_4_, 1.3 CaCl_2_, 25 HEPES, 120 NaCl, 5.4 KCl, and 1 μM FluoZin‐3 AM (pH 7.5). The cells were then incubated for 30 min at 37°C, followed by several rinses with detection buffer. The cells were then resuspended in a 1 ml detection buffer and distributed equally into three samples. Sample 1 was used to measure the normal amount of fluorescence (*F*). Note that, 50 μM TPEN (Sigma) was added to sample 2 and used to measure the minimum fluorescence (*F*_min_), and 100 μM zinc and 50 μM NaPyr (Sigma) was added to sample 3 and used to measure the maximum fluorescence (*F*_max_). All samples were incubated at 37°C for 10 min and then analyzed using FACS. The zinc concentration ([Zn]) was calculated using the following equation: [Zn] = (KD x [(*F* – *F*_min_)/(*F*_max_ – *F*)]), with a KD value of 15 for FluoZin‐3 AM.

### 4.11 SMART‐seq

The SMARTer kit was used to synthesize SMART (Switching Mechanism At the 5’ end of RNA Transcript) cDNA from total RNA extracted from *sox10*:kikGR^+^ cells using modified oligo(dT) primers and SMARTScribe Reverse Transcriptase. Amplified single‐stranded cDNA was then used as a template for long‐distance PCR to produce sufficient double‐stranded cDNA (ds‐cDNA) for library construction. These ds‐cDNAs were then fragmented by incubation at 37°C for 30 min in dsDNA fragmentase (M0348S, NEB). Library construction was initiated using fragmented cDNA, followed by paired‐end sequencing using an Illumina NovaSeq 6000 system (LC Sciences). Sample reads were aligned to the Ensembl *Danio rerio* (zebrafish) genome GRCz11 (http://www.ensembl.org/) using the HISAT package. The mapped reads of each sample were assembled using StringTie, and all transcriptomes were merged to reconstruct a comprehensive transcriptome using Perl scripts. After the final transcriptome was generated, StringTie and edgeR were used to estimate the expression levels of each transcript. StringTie was then used to calculate the FPKM (Fragments Per Kilobase of transcript per Million mapped reads) in order to quantify the mRNAs. Differentially expressed mRNAs and genes were selected based on a log2 (fold change) > 1 or < ‐1 and with *p *< 0.05 using the *R* package.

### 4.12 Isolation and culture of mouse mesenchymal stem cells

The femurs and tibias were removed from 12 wild‐type C57BL/6N mice, the ends of the bones were cut off, and the contents of the marrow were flushed in a growth medium (MUBMX‐90011, Cyagen). The cells that were flushed from the marrow were then plated in 10‐cm dishes. Note that, 48 h later, non‐adherent cells were removed carefully, and a fresh medium was added. After 72 h in culture, non‐adherent cells were again removed, and the medium was then changed daily in order to obtain a purified cell population. When cell density reached at least 80% (typically within 10 days of culture), 10 μM zinc was added to the medium; the following day, the cells were collected and used for ChIP analysis.

### 4.13 ChIP assay

ChIP was performed using the Simple ChIP Plus Enzymatic Chromatin IP Kit (9005; Cell Signaling) in accordance with the manufacturer's instructions. Immunoprecipitation was performed using magnetic beads (9006; Cell Signaling) and antibodies against SNAI2 (sc‐166902; Santa Cruz Biotechnology). Recovered DNA fragments were then used directly for quantitative RT‐PCR analysis using primers corresponding to the *Jag1* promoter (Table S6).

### 4.14 Reverse transcription, quantitative PCR, and semi‐quantitative PCR

Total mRNA was isolated from whole zebrafish embryos and mouse mesenchymal stem cells (MSCs) using TRIzol reagent (Invitrogen), and cDNA was synthesized using M‐MLV reverse transcriptase (M1701, Promega). Real‐time PCR was performed using a two‐step quantitative RT‐PCR kit (RR047A, Takara Bio), and target gene expression was normalized to *ef1α* mRNA (for zebrafish) or *Hprt* mRNA (for MSCs). For semi‐quantitative PCR, 27 amplification cycles were used, and target gene expression was normalized to *β‐actin* mRNA.

### 4.15 Quantification and statistical analysis

Except where indicated otherwise, all summary data are presented as the mean ± the standard error of the mean from at least three independent experiments. Differences between the two groups were analyzed using the two‐tailed Student's *t*‐test as described previously.^69^ For enrichment analysis, the hypergeometric test was used to calculate the *p*‐value. For box plots, we analyzed the data as previously reported.^32^ In brief, to test whether the log2 fold‐change values for each group of genes were significantly different from zero, we used the Shapiro–Wilk test for normality to determine whether a one‐sample Student's *t*‐test or Wilcoxon signed‐rank test was appropriate; we then calculated the *p*‐value for each group accordingly. 

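Applied to the log2 fold changes computed here for the genes of Table S3, by domain and stage, the Shapiro–Wilk test gave p = 0.0152 for the dorsal genes at 2.5 dpf (n = 36 genes) and p between 0.127 and 0.565 for the other domains and stages (n = 13 to 36 genes). The Wilcoxon signed‐rank test was used for all 8 here, so that the domains were compared by a single test.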

Differences with a *p*‐value < 0.05 were considered statistically significant.

## CONFLICT OF INTEREST

The authors declare to have no conflict of interest.

## AUTHOR CONTRIBUTIONS

Fudi Wang, Junxia Min, and Zhidan Xia conceived the project and designed the experiments. Zhidan Xia, Xinying Bi, Junxia Min, Fudi Wang, Lothar Rink, and Pengfei Xu wrote and revised the manuscript. Zhidan Xia, Xinying Bi, Jiayu Wei, Sisi Yang, and Xiu Yang performed the experiments. Zhidan Xia, Xinying Bi, Fudi Wang, and Junxia Min analyzed and interpreted the experimental data. Zhidan Xia and Zijun Song performed the bioinformatics analysis. Fudi Wang and Junxia Min supervised the study.

## ETHICS APPROVAL

All animal studies were approved by the Institutional Animal Care and Use Committee of the Laboratory Animal Center, Zhejiang University.

## Supporting information

Supporting information Click here for additional data file.

## Data Availability

The SMART‐seq data generated in this study are available at NCBI's Gene Expression Omnibus GEO database (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi; accession # GSE173696).

# Supplementary material for: Metal transporter Slc30a1 controls pharyngeal neural crest differentiation via the zinc‐Snai2‐Jag1 cascade
**Source:** MedComm (2020). 2021 Sep 27;2(4):778–97. doi: 10.1002/mco2.91
**Supplement:** Supplementary file 1 — Supporting information

**SUPPLEMENTAL FILES**

**Metal Transporter Slc30a1 controls pharyngeal neural crest differentiation via the zinc-Snai2-Jag1 cascade**

Zhidan Xia, Xinying Bi, Sisi Yang, Xiu Yang, Zijun Song, Jiayu Wei, Pengfei Xu, Lothar Rink, Junxia Min, Fudi Wang

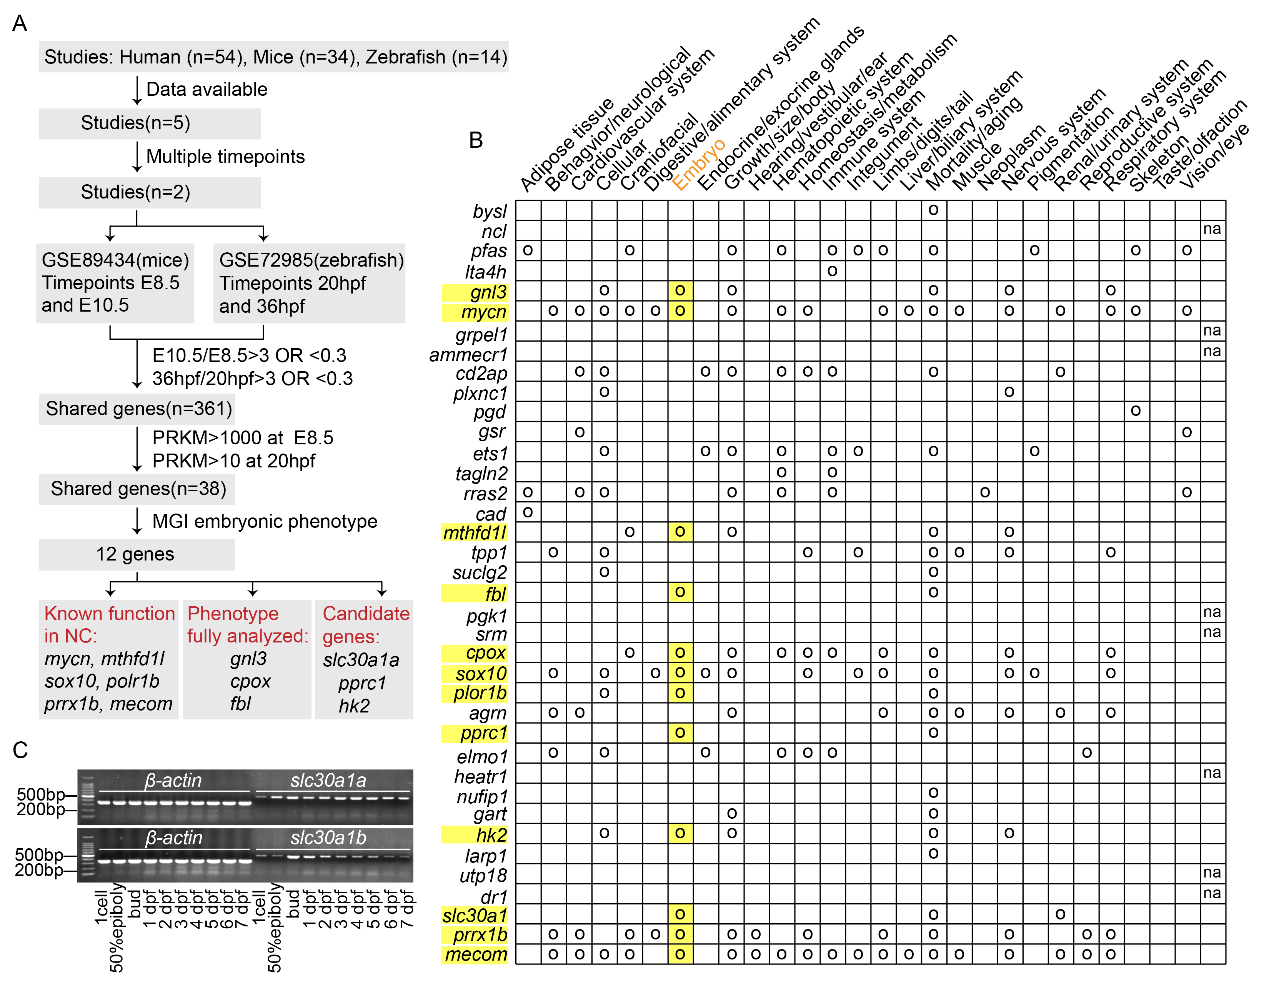

**Figure S1. Multipotent NC-related gene screening.**

(A) Strategy for screening candidate genes involved in NC development and PA patterning, revealing 12 genes with an embryonic phenotype, including 3 candidate genes.

(B) Phenotype overview from the Mouse Genome Informatics (MGI) database; the 12 genes with an embryonic phenotype are highlighted in yellow.

(C) Semiquantitative PCR analysis of *slc30a1a* and *slc30a1b* mRNA at the indicated stages in wild-type zebrafish embryos. *β-actin* mRNA was included as a control.

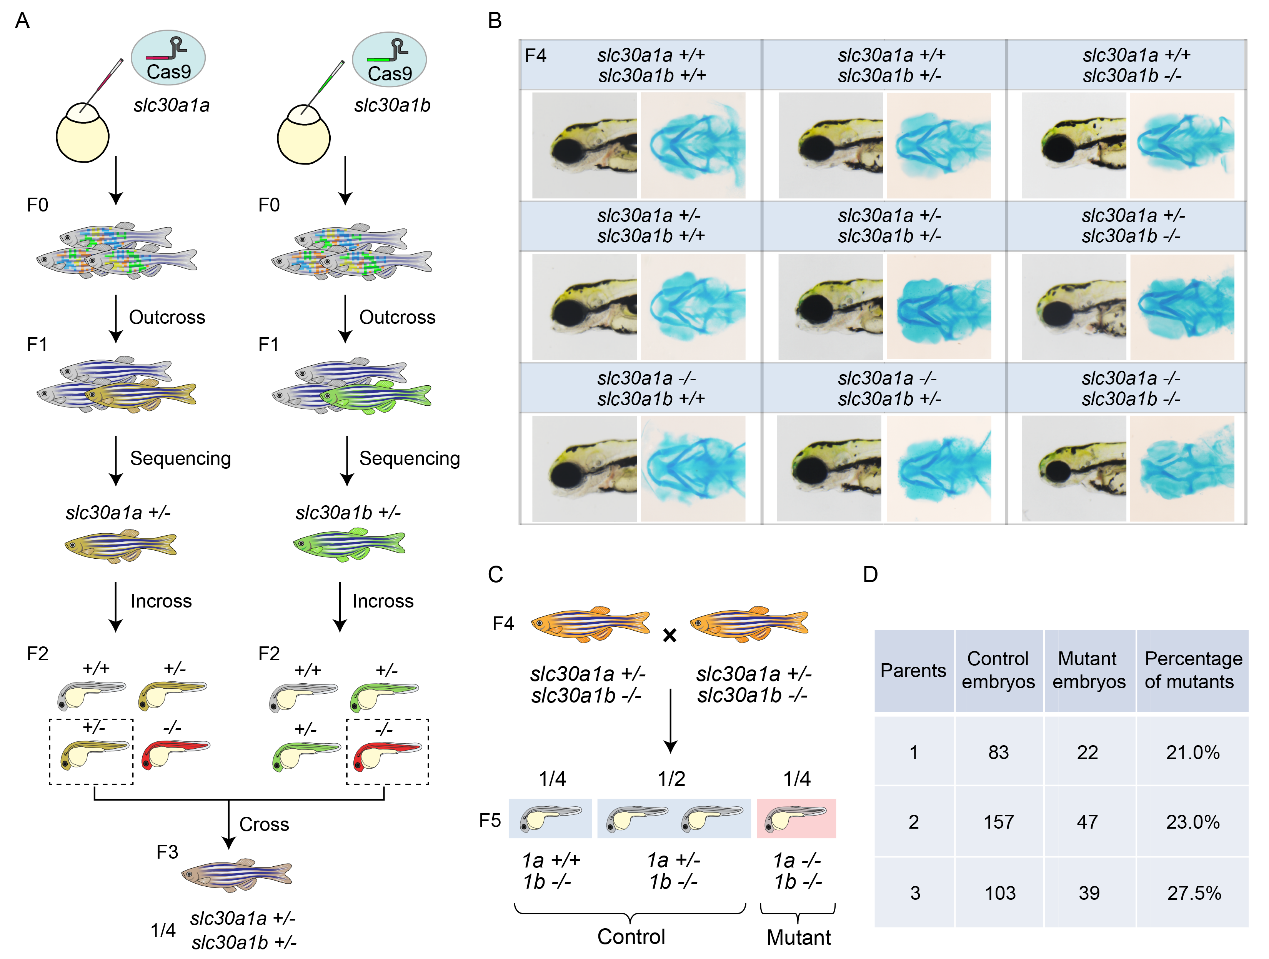

**Figure S2. Screening of *slc30a1a* and *slc30a1b* knockout mutants.**

(A) Flow chart depicting the strategy for screening *slc30a1a* and *slc30a1b* double heterozygous.

(B) Representative images of embryos and cartilage staining in the heads of embryos with the indicated *slc30a1a* and *slc30a1b* alleles.

(C) Flow chart depicting the strategy for crossing and screening *slc30a1a* and *slc30a1b* double knockout mutants.

(D) Distribution of control and mutant embryos obtained from three parental pairs.

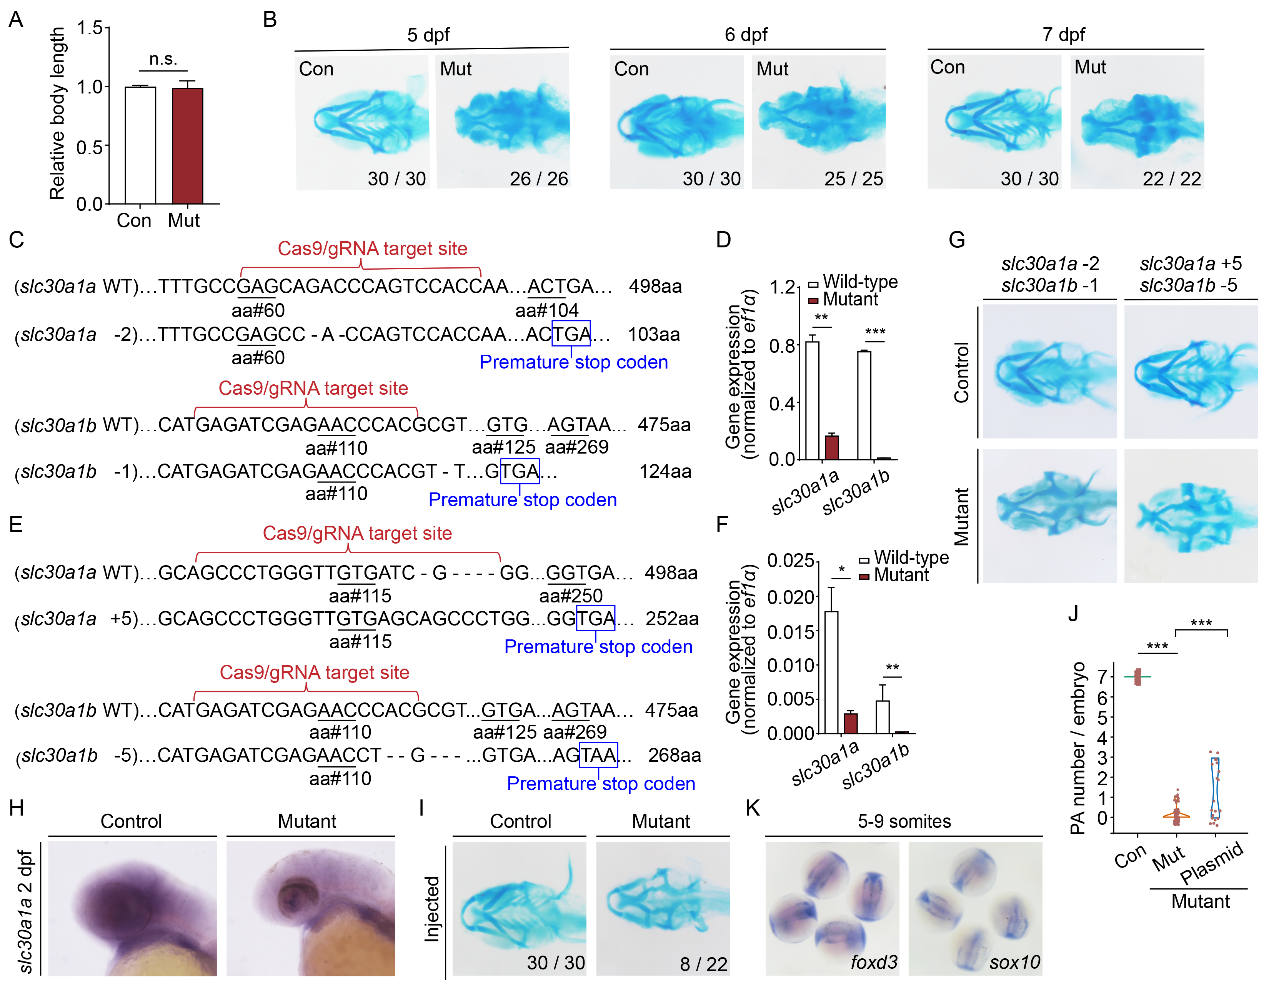

**Figure S3. Strategy for knocking out the *slc30a1a* and *slc30a1b* genes, and expression profiling of early-NCC markers.**

(A) Summary of the relative body length measured in control and mutant embryos at 4 dpf.

(B) Representative images of cartilage staining in the heads of control embryos and *slc30a1* double mutant embryos at 5-7 dpf.

(C-F) Strategy used to generate *slc30a1a* and *slc30a1b* knockout zebrafish lines (C, E) and the resulting respective knockout efficiency (D, F). The gRNA target site for each gene is shown in red, and the resulting premature stop codons are indicated. The gene editing strategy is indicated for each gene (e.g., -2 and +5 refer to a 2-bp deletion and a 5-bp insertion, respectively).

(G) Representative images of cartilage staining in the heads of control embryos and *slc30a1* double mutant embryos generated using the indicated editing strategies.

(H) Whole-mount *in situ* hybridization of *slc30a1a* mRNA in control and mutant embryos.

(I) Representative images of cartilage staining in the heads of a control embryo and a mutant embryo injected with PCS2-*slc30a1a* and PCS2-*slc30a1b* mixed plasmids. Eight embryos in total 22 embryos were partial rescued by these plasmids.

(J) Violin plot summarizing the number of PA pairs/embryo in control embryos, mutant embryos, and mutant embryos injected with *slc30a1a* and *slc30a1b* plasmids

(K) Example images of zebrafish embryos stained for *foxd3* and *sox10* mRNA using whole-mount *in situ* hybridization at the 5-9 somite stage. Note that both images include both control and *slc30a1a*/*slc30a1b* double-knockout zebrafish embryos, which cannot be distinguished at this stage. Each image is representative of 60 embryos.

**p*<0.05, ***p*<0.01, and ****p*<0.001.

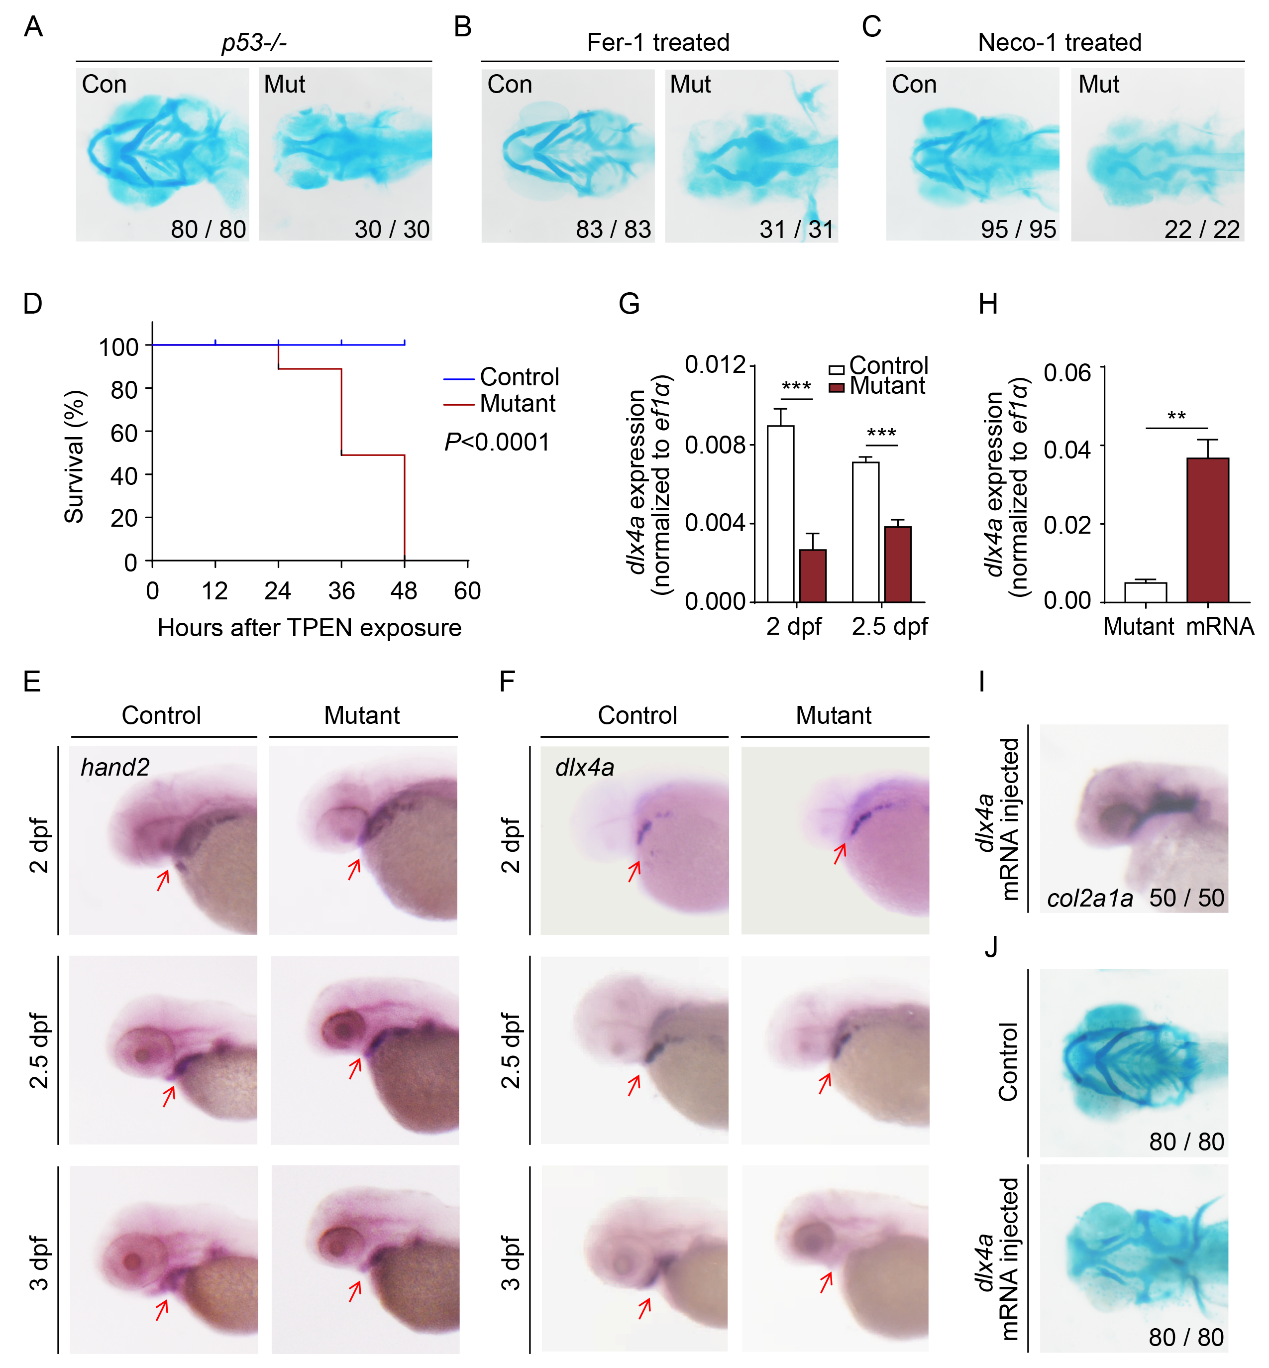

**Figure S4. Analysis of compound treatment, and expression of *hand2* and *dlx4a*.**

(A-C) Representative images of cartilage staining in the heads of control embryos and *slc30a1* double mutant embryos with a *p53* knockout background (A), or treated with Fer1 (10 μM, B) or Nec1 (100 μM, C) from 1-4 dpf.

(D) Kaplan-Meier survival analysis of control and mutant embryos treated with the cell-permeable zinc chelator TPEN (50 μM).

(E-F) Whole-mount *in situ* hybridization of *hand2* mRNA (E) and *dlx4a* mRNA (F) measured in control and mutant embryos.

(G) Summary of *dlx4a* mRNA measured in *sox10*^+^ cells isolated from control and mutant embryos.

(H) Summary of *dlx4a* mRNA measured in mutant embryos and in mutant embryos injected with *dlx4a* mRNA.

(I) Whole-mount *in situ* hybridization of *col2a1a* in a mutant embryo at 2.5 dpf injected with *dlx4a* mRNA.

(J) Representative images of cartilage staining in the heads of a control embryo and a mutant embryo injected with *dlx4a* mRNA.

***p*<0.01 and ****p*<0.001.

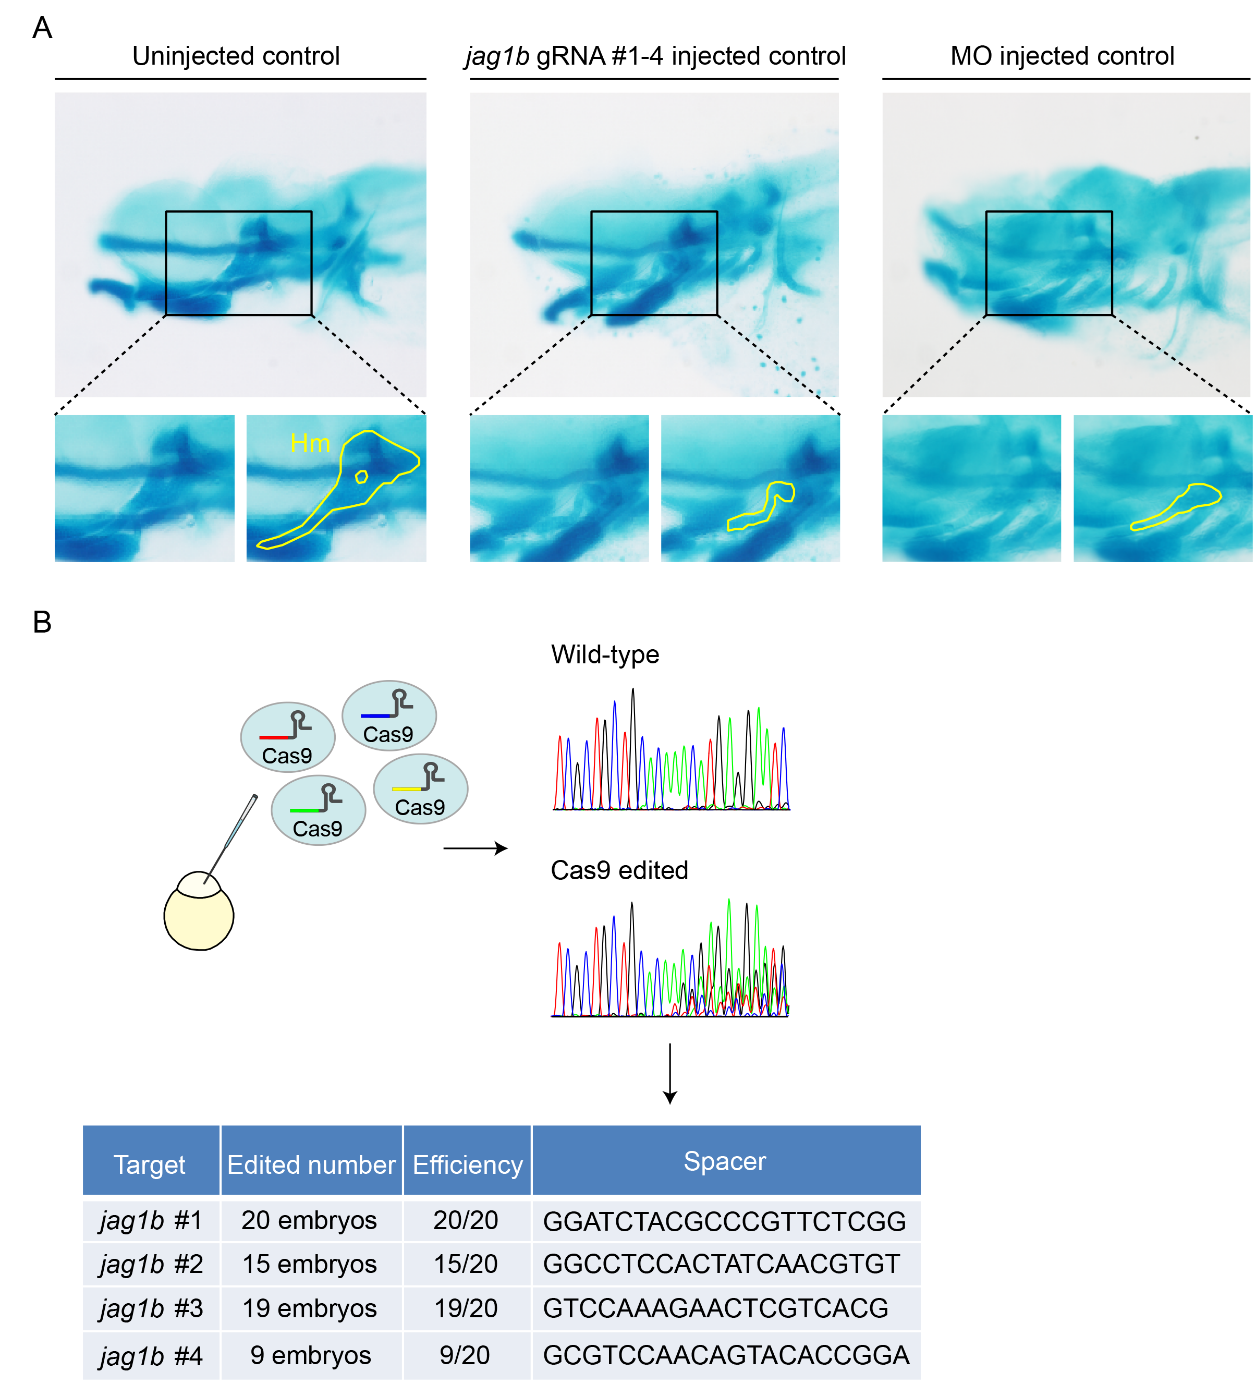

**Figure S5. Morphological analysis of pharyngeal cartilage, detection of Notch signaling, and genetic knockout of *jag1b* using CRISPR/Cas9 ribonucleoprotein complexes.**

(A) Representative images of cartilage staining in the heads of a control embryo, an embryo injected with a set of four CRISPR/Cas9 ribonucleoprotein complexes or a *jag1b* MO. All images show a lateral view. The magnified images show the dorsal hyomandibular area encircled in a yellow line.

(B) Evaluation of the knockout efficiency of *jag1b* using four CRISPR/Cas9 ribonucleoprotein complexes. A total of 20 embryos were sequenced individually. An example sequencing run shows a clear single peak near the target in a wild-type embryo and a disordered peak in an edited embryo. Editing efficiency was calculated as the number of successfully edited embryos out of 20 injected embryos.

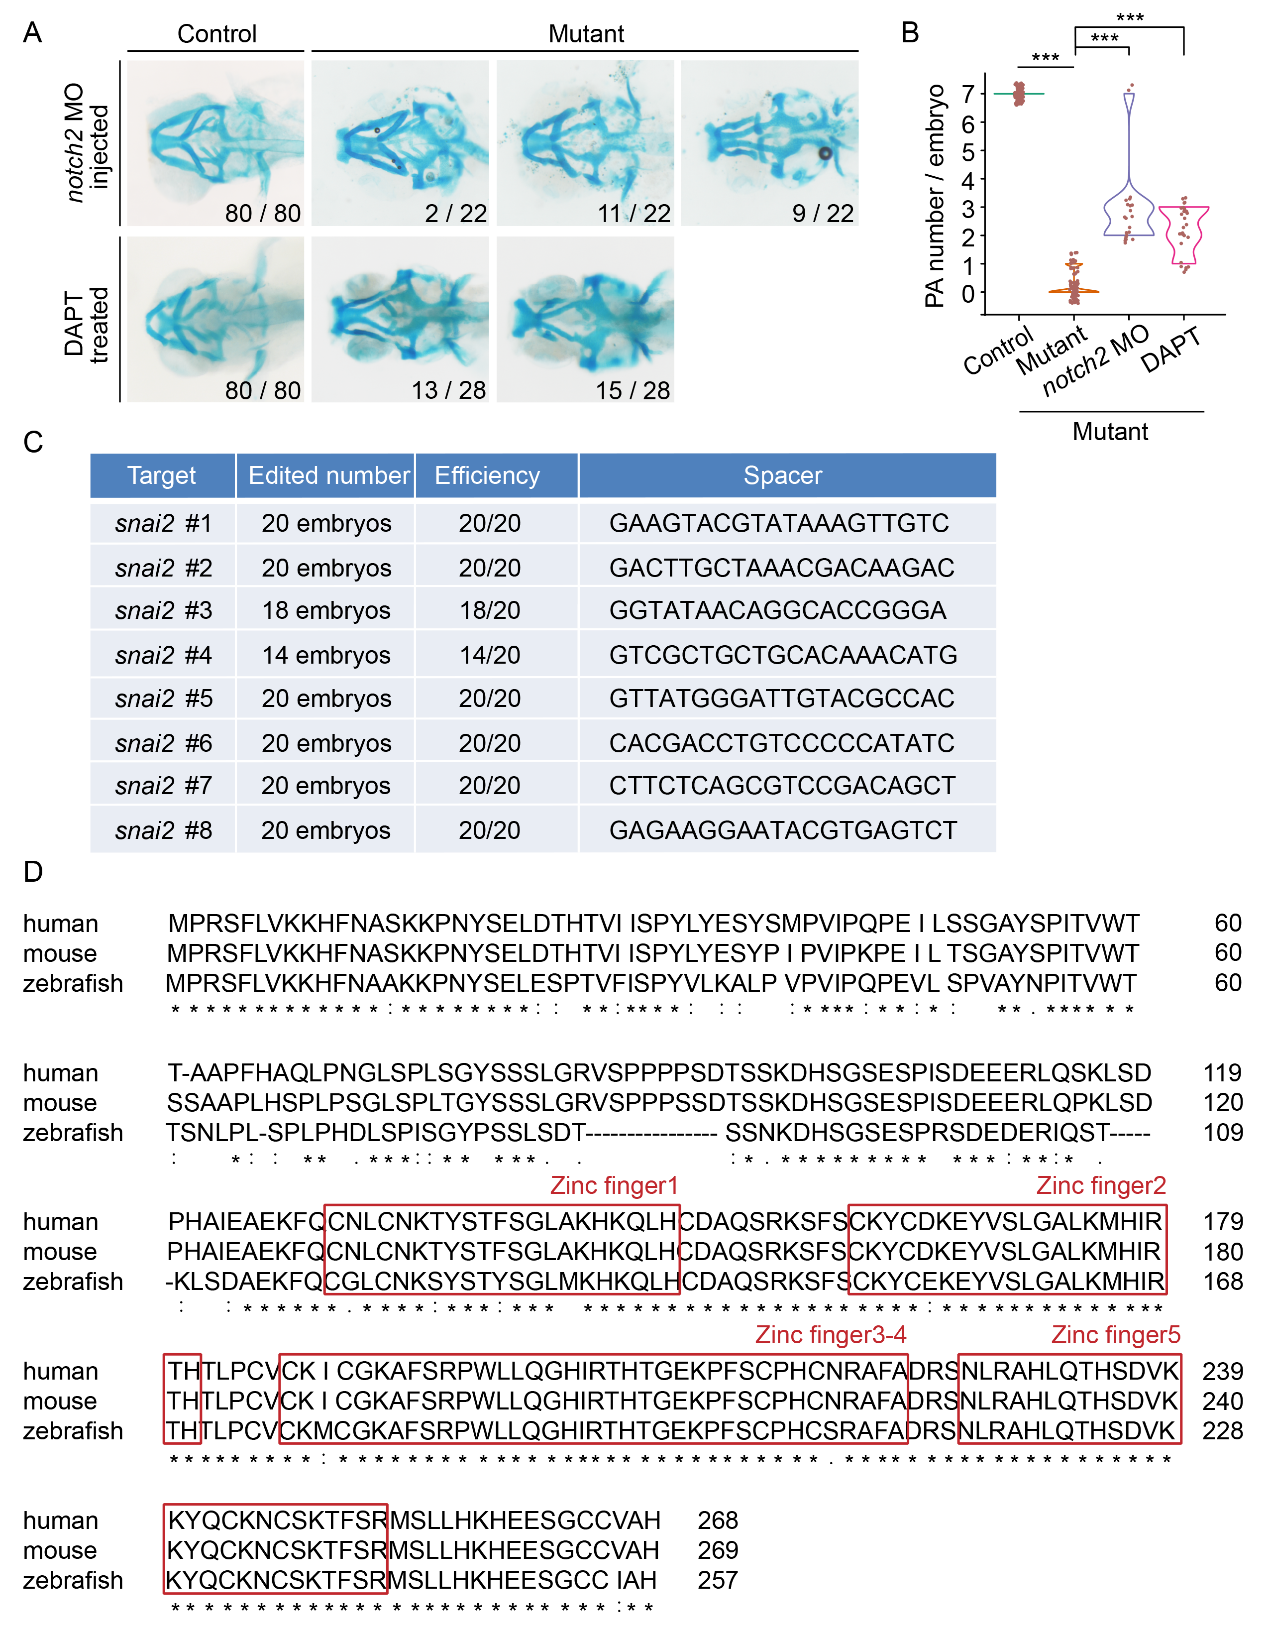

**Figure S6. Knockout efficiency of *snai2* and sequence alignment of the human, mouse, and zebrafish SNAI2 proteins.**

(A) Representative images of head cartilage staining in control and mutant embryos injected with the *notch* MO or treated with the Notch signaling inhibitor DAPT (100 μM, overnight).

(B) Violin plot summarizing the number of PA pairs/embryo in control embryos, mutant embryos, and mutant embryos injected with the *notch2* MO or treated with DAPT.

***p*<0.01, ****p*<0.001, and n.s., no significance (*p*>0.05).

(C) Evaluation of the efficiency of knocking down *snai2* using eight CRISPR/Cas9 ribonucleoprotein complexes. Editing efficiency was calculated as the number of successfully edited embryos out of 20 injected embryos.

(D) Sequence alignment of the human, mouse, and zebrafish SNAI2 proteins. The five zinc-finger (ZF) domains, including the ZF3-4 double zinc-finger domain, are indicated by red boxes.

***p*<0.01 and ****p*<0.001.

**Table S1. Summary of significantly enriched GO terms that were unique for controlling development from 2 dpf to 2.5 dpf (bold terms were selected for Figure 4A) and mutant development from 2 dpf to 2.5 dpf (bold terms were selected for Figure 4B).**

**Table S2. Significantly enriched GO terms at 2 dpf (bold terms were selected for Figure 4C) and 2.5 dpf (bold terms were selected for Figure 4D) compared between mutants and their siblings.**

**Table S3. Fold change in domain-specific genes compared between mutants and their siblings at 2 dpf and 2.5 dpf.**

**Table S4. Canonical markers along the AP and DV axes at 2 dpf and 2.5 dpf used for the volcano plots.**

**Table S5. The morpholino sequences used in this study.**

| **Gene** | **Sequence** | **Reference** |
| --- | --- | --- |
| *jag1b* | CTGAACTCCGTCGCAGAATCATGCC | PMID: 28974684 |
| *notch2* | AGGTGAACACTTACTTCATGCCAAA | PMID: 22368273 |

**Table S6. Primer pairs used for ChIP-qPCR.**

| **Region** | **Sequence 5’-3’** |
| --- | --- |
| P1 | Forward: TGATCATTGGGTGGAGGAGGACTG |
|  | Reverse: CCATAATTGGGAAGGGCATATCCC |
| P2 | Forward: CGGGAATGGTTAGAATGAGATGCA |
|  | Reverse: CCCAGCATAGATAGTGCCCCATAC |
| P3 | Forward: ACGACAGCGGTTAGGTTCTTTTCA |
|  | Reverse: GACTTCGGGAAGGGCTTTCTGAGA |
| P4 | Forward: TACACCTGGGGCTTGCAAGG |
|  | Reverse: AGGAGAAAGGAACCTGGAAGGAC |
| P-*Cdh1* | Forward: AGTTCCTTGGCTGCCACCT |
|  | Reverse: ACCAGTGAGCAGCGCAGA |

How the deposited data were processed for this re-analysis (not part of the article)

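RNA of *sox10*:kikGR+ cells, sorted from *slc30a1a* and *slc30a1b* double mutant zebrafish embryos and from controls at 2 and 2.5 dpf, was measured by SMART‐seq in 8 libraries, 2 for each of 4 groups. The authors sequenced fragmented SMARTer cDNA with paired ends on a NovaSeq instrument, aligned the reads to GRCz11 with HISAT, assembled and merged transcripts with StringTie, and computed FPKM with StringTie. The paper's text does not give the versions of these tools, and it names StringTie and edgeR for the estimation of levels. Its selection is by log2 fold change and p, with no adjustment named. The deposited values are FPKM per gene and library, rounded to 2 decimals, in 1 table per stage. They were used as scaled by the authors. Every column of values of a single library was used.

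The tables were read by gene identifier, so that identifiers sharing a symbol were kept apart (1392 identifiers share a symbol at 2 dpf and 3964 at 2.5 dpf). Of the identifiers, 42 at 2 dpf and 5637 at 2.5 dpf are at 0 in the 4 libraries of the table. A list of gene names held 24075 of the 25926 identifiers of 2 dpf, 15975 of them with the same symbol, and the symbols of the tables were used throughout. The number of reads behind each value is unknown. Ratios of low values, from 0.3 to 3 FPKM, between 12 pairs of libraries showed no steps of whole reads, since the fullest bin of log2 ratios held 1.63 to 2.14% of the genes, and so no depth could be recovered from the values. The share of FPKM in the 10 most abundant genes of a library was between 19.3 and 26.2%.

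Mutant and control libraries were compared within each stage by limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a variance trend) on log2(FPKM + 1), for genes with a mean of at least 0.5 FPKM over the libraries fitted, with Benjamini‐Hochberg adjustment over all genes tested and a threshold of 0.05. The selection of the paper, p under 0.05 with a log2 fold change over 1 or under −1, was counted from the same fits. The unadjusted p was used for it. The change from 2 to 2.5 dpf was fitted over the 4 control and over the 4 mutant libraries, for identifiers in both tables, and the interaction of genotype and stage over all 8 libraries with stage as a main effect. Values of genes under the filter came from a fit without it. Groups of 2 libraries are too small for a test of single outlying libraries or for other splits of the libraries.

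Genes of the 4 domains of Table S3 were tested against 0 across genes by the Wilcoxon signed‐rank test and, across libraries, by camera with a preset correlation of 0.01, with adjustment over 8 tests each. The same camera test was applied to 19 lists of marker or response genes written from general knowledge, and to the gene groups of Figures 4E, 4F, and 5A. The lists were lens, red blood cell, white blood cell, skeletal muscle, skin, neuron, melanophore, iridophore, xanthophore, Schwann cell and glia, otic epithelium, cartilage, p53 targets, cell cycle, Notch pathway, zinc transporters, zinc and metal response, heat shock, and dissociation early response. With both stages these made 54 tests, adjusted together, and fry, a rotation test for change against 0, was run beside camera. For the test of neighbours of the mutated genes, gene order was taken from a RefSeq annotation of the assembly GRCz12tu, which is not the assembly the reads were aligned to, and no positions are given.

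The genes named in the text are those the paper names for its SMART‐seq data, the targeted genes, members of the lists, and, at each stage, the 5 genes with the largest rise and the 5 with the largest fall among called genes whose mutant and control libraries do not overlap. Not every gene of the paper's figures is reported here. This rule, the lists, the comparisons of groups, and most alternatives were set before the data were examined. Which of these genes and stages are given singly was narrowed after their values were seen, and so were the list members *mdm2*, *cdkn1a*, *ccng1*, *gadd45aa*, *slc39a6*, *lyz*, *hbbe1.3*, *crybb1*, and *mia*. Alternatives were a pseudocount of 0.1, no filter, a filter at a mean of 2 FPKM, median‐ratio rescaling, quantile normalization, all 8 libraries in a single fit, no variance trend, a block on the replicate number, each library left out in turn, and, for sets of genes, an estimated correlation and fry. Chosen after seeing the data were the tests of possible explanations except that with the most abundant genes, the list tests with each library left out, the interaction by list, the adjustment over the 38 list tests without the figures' groups, and the domain medians on the scale of Table S3.

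The calculation was tested on simulated data with 2 libraries per group and 200 genes changed by a log2 of −3, −2, 2, or 3. It recovered 99.5% of the changed genes at 2 dpf (26 of 225 calls were false, 11.6%), 85.0% at 2.5 dpf (4.49% false), 94.0% for the difference between stages (4.57% false), and 99.0% from 2 to 2.5 dpf in controls (8.76% false). The false share at 2 dpf and in controls was thus above what the threshold of 0.05 aims at. The comparisons of mutants with controls were simulated with the spread of their own stage. The difference between the stages and the change in controls were simulated with the spread of 2 dpf, the smaller one, for both stages. Changed genes were drawn from the more abundant genes, and errors were independent between genes. Recovery of smaller changes, or of genes at low levels, was not simulated. Tables were read with Python 3.11.15 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. The Gene Ontology terms of Tables S1 and S2 were not analysed here, since no annotation of genes with terms was used, and the experiments by qPCR, in situ hybridization, staining, and mass spectrometry were outside the libraries.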

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

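Chosen only after the results were seen were the tests of each explanation below, the list tests with each library left out, and the difference between the stages by list. Each group of genes is here because it changed and the paper does not discuss it, or because its mutant effect differed between the stages. Of the 38 tests of the 19 lists at 2 stages, 16 were called by camera with its preset correlation (adjusted over 54 tests with the figures' groups). With the correlation estimated from the libraries camera called 0 (3 of the 54 at an unadjusted p under 0.05), which says little with 2 residual degrees of freedom, and fry, which tests for change against 0 and not against other genes, called 1 of the 16, the p53 targets at 2 dpf. Camera called 15 when the 38 were adjusted alone, and fry then called 0 (3 at an unadjusted p under 0.05). The difference between the stages was called by camera for 10 of the 19 lists. With fry no list had an unadjusted p under 0.0754 for this difference, and with the estimated correlation only skeletal muscle (p = 0.0370) and red blood cell (p = 0.0403) were under 0.05. The median of this difference over all tested genes was −0.16, and it was not recomputed by list with libraries left out. Overlap with the paper was counted with the gene groups of Figures 4E, 4F, and 5A only, here and in the part after this, and the paper shows *sox10* and *sox9a* in other figures. The lists cannot show which cells the RNA came from, and every cell type below is a hypothesis. Pigment cells, glia, and cartilage arise from the neural crest, and so the genes of those lists belong to the studied cells, as does *sox10*, by which the cells were sorted.

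Lens genes were lower in mutants at 2 dpf by a median log2 fold change of −2.29 (20 of 20 genes lower, camera adjusted p = 2.61e-26). The median at 2.5 dpf was −0.67 (16 of 18 lower, adjusted p = 0.00114), and it was −0.33 without control replicate 2, −1.45 without mutant replicate 2, and 0.12 without mutant replicate 1, where the call was lost (adjusted p = 0.217, within 3.54e-20 to 0.717 over the alternatives). The mutant effect differed between the stages by a median of 1.57 (adjusted p = 1.26e-15). At 2 dpf *crybb1* went from 105 to 16.7 FPKM and *crygn2* from 54.0 to 11.1 FPKM, and at 2.5 dpf they went from 41.0 to 22.6 and from 20.4 to 15.5 FPKM. None of the 21 genes of the list is in another list or in the groups of Figures 4E, 4F, and 5A. A common shift in scaling is argued against by the median at 2 dpf after median‐ratio rescaling, which was −2.49. A candidate explanation is that lens cells or their RNA made up a different share of the sorted cells. If so, lens genes would also move together between replicates of a genotype. The largest such difference among the 4 pairs of replicates was 2.21 at 2.5 dpf in mutants, just short of the change at 2 dpf, and within 2 dpf the replicates differed by at most 1.19. A different share of lens cells and an effect of the mutations on lens genes cannot be told apart here, because the large difference between replicates lies at the other stage. The 2 do not exclude each other. The paper reports microcephalia and small eyes in the double mutants, so a smaller share of lens cells may itself follow from the mutations, which was not tested.

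Red blood cell genes had a median of −1.50 at 2 dpf (13 of 13 lower, adjusted p = 2.08e-17). The median at 2.5 dpf was 0.42 (12 of 13 higher, adjusted p = 0.166), and the difference between the stages was 1.94 (adjusted p = 8.61e-19). The value at 2.5 dpf changed with single libraries. It was 0.71 without control replicate 1 and 0.97 without mutant replicate 2, which were called (adjusted p = 0.00677 and 1.91e-07, within 1.91e-07 to 0.821), and it was −0.13 without control replicate 2 and −0.41 without mutant replicate 1. *hbae1.1* went from 7949 to 2641 FPKM at 2 dpf and from 1652 to 2451 FPKM at 2.5 dpf, and *hbbe1.3* from 7449 to 2586 and from 1741 to 2596 FPKM. Globin genes made up 5.82 and 3.65% of the FPKM of the controls at 2 dpf and 1.41 and 1.83% of that of the mutants. Of the 13 genes 2 are in the groups of Figures 4E, 4F, and 5A. After median‐ratio rescaling the median at 2 dpf was −1.76, which argues against a shift common to all genes. The share of red blood cells, or of their RNA, may have varied between the sorted samples. The mutant replicates of 2.5 dpf, the pair of the 4 that lay farthest apart, differed by 1.65, as much as the genotypes did at 2 dpf. Within 2 dpf the replicates differed by at most 0.65. An effect of the mutations on red blood cells at 2 dpf stays open and was not tested.

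White blood cell genes had a median of −0.62 at 2 dpf (8 of 10 lower, adjusted p = 1.15e-05), −0.27 without mutant replicate 1 and −0.97 without mutant replicate 2. The median at 2.5 dpf was −0.14 (7 of 10 lower, adjusted p = 0.291). Here it was −0.47 without control replicate 2 (called, adjusted p = 0.0189, within 0.0189 to 0.814), 0.16 without control replicate 1, and 0.15 without mutant replicate 2. The difference between the stages was 0.10 (adjusted p = 0.00282). *lyz*, the most abundant gene of the list, went from 39091 to 18826 FPKM at 2 dpf and from 11058 to 11918 FPKM at 2.5 dpf, and *coro1a* went from 447 to 259 FPKM at 2 dpf. One gene of the 10 is in another list. The mutant replicates of 2 dpf differed by −0.70, which is as large as the difference between the genotypes. No explanation was tested for this list, and a different share of white blood cells, like an effect of the mutations, stays open.

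Skeletal muscle genes had a median of −0.62 at 2 dpf (14 of 14 lower, adjusted p = 4.93e-08) and of 0.78 at 2.5 dpf (13 of 13 higher, adjusted p = 5.68e-06), and the difference between the stages was 1.43 (adjusted p = 2.61e-21). Both calls held with each library left out, but the size moved. At 2 dpf it was −0.33 without control replicate 1 and −0.35 without mutant replicate 1, and at 2.5 dpf it was 1.17 without mutant replicate 1 and 0.46 without mutant replicate 2. *actc1b* went from 187 to 139 FPKM and *pvalb1* from 117 to 47.6 FPKM at 2 dpf, and at 2.5 dpf from 40.7 to 95.1 and from 19.3 to 30.0 FPKM. None of the 16 genes of the list is in another list or in the groups of Figures 4E, 4F, and 5A. After median‐ratio rescaling the medians were −0.82 and 0.75, which argues against a common shift. A share of muscle cells that varied between the sorted samples may explain the opposite signs. The largest difference between replicates of a genotype was 0.93, between the mutants of 2.5 dpf and the largest of 4 pairs, and it exceeds both changes. An effect of the mutations that turns around between the stages was not tested and stays open.

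Smaller changes were called for skin, for Schwann cell and glia, and for neuron genes, and the otic epithelium list differed between the stages. Skin genes had a median of −0.28 at 2 dpf (9 of 13 lower, adjusted p = 0.000230), −0.11 without mutant replicate 1 and −0.45 without mutant replicate 2. At 2.5 dpf it was 0.38 (8 of 13 higher, adjusted p = 0.0825). It was −0.11 without control replicate 1, and it was called without control replicate 2 (0.75, adjusted p = 1.32e-05) and without mutant replicate 1 (0.45, adjusted p = 0.0277), within 1.32e-05 to 0.733. The difference between the stages in skin genes was 0.53 (adjusted p = 1.28e-06). *icn* went from 372 to 337 FPKM at 2 dpf and from 250 to 341 FPKM at 2.5 dpf. Schwann cell and glia genes had a median of −0.37 at 2 dpf (6 of 8 lower, adjusted p = 0.00305), −0.57 without control replicate 2, and of −0.24 at 2.5 dpf (7 of 11 lower, adjusted p = 0.0435). The call at 2.5 dpf was lost with median‐ratio rescaling (adjusted p = 0.0502), without control replicate 1 (−0.12, adjusted p = 0.157), without control replicate 2 (−0.32, adjusted p = 0.0514), without mutant replicate 2 (−0.03, adjusted p = 0.334), and with adjustment over 38 tests (adjusted p = 0.0593), within 0.00252 to 0.595. *fabp7a* went from 1712 to 1196 FPKM and *sox10* from 69.4 to 59.0 FPKM at 2 dpf, and at 2.5 dpf *fabp7a* went from 2399 to 1745 FPKM.

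Neuron genes had a median of 0.32 at 2 dpf (12 of 13 higher, adjusted p = 0.717), which was called in opposite directions without control replicate 1 (0.71, adjusted p = 0.000768) and without control replicate 2 (−0.08, adjusted p = 0.0268), within 0.000768 to 0.919. The neuron median at 2.5 dpf was −0.32 (12 of 13 lower, adjusted p = 0.00494), −0.18 without mutant replicate 2 and −0.11 without control replicate 2, where the call was lost (adjusted p = 0.119, within 0.000811 to 0.588). The difference between the stages was −0.59 (adjusted p = 0.0167). *sncb* went from 383 to 488 FPKM at 2 dpf and from 502 to 372 FPKM at 2.5 dpf. Otic epithelium genes had medians of 0.32 at 2 dpf (4 of 5 higher, adjusted p = 0.315) and −0.67 at 2.5 dpf (4 of 5 lower, adjusted p = 0.0710; 0.0491 without control replicate 1, within 0.0491 to 0.588), and the difference between the stages was −0.99 (adjusted p = 0.0495). *stm* went from 9.98 to 19.4 FPKM at 2 dpf and from 65.8 to 41.2 FPKM at 2.5 dpf. No gene of the skin, Schwann cell and glia, neuron, or otic epithelium lists is in another list or in the groups of Figures 4E, 4F, and 5A. The control replicates differed by 0.85 in neuron genes at 2 dpf and by −1.43 in skin genes at 2.5 dpf, which is more than the genotypes did. No explanation was tested for these 4 lists, and the share of each cell type and an effect of the mutations stay open.

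Cartilage genes had a median of −0.39 at 2 dpf (12 of 15 lower, adjusted p = 3.70e-05) and −0.97 at 2.5 dpf (16 of 17 lower, adjusted p = 4.35e-08), and the difference between the stages was −0.73 (adjusted p = 0.00333). The median at 2 dpf was −0.85 without control replicate 1 and −0.08 without control replicate 2, where the call was lost (adjusted p = 0.0755, within 8.49e-10 to 0.612). *sox9a* went from 88.4 to 65.1 FPKM at 2 dpf and from 136 to 71.9 FPKM at 2.5 dpf, *cnmd* from 27.4 to 14.7 FPKM at 2 dpf, and *mia* from 88.5 to 4.12 FPKM at 2.5 dpf. Of the 19 genes 4 are in the groups of Figures 4E, 4F, and 5A. Control replicate 2 as the whole cause of the fall at 2.5 dpf is argued against, since the median without it was −0.50 and still called. That library did enlarge the fall, because the control replicates of 2.5 dpf differed by −0.96 in 17 of 17 genes. After median‐ratio rescaling the medians were −0.65 and −1.01. The paper reports reduced cartilage in these mutants from staining, and fewer cartilage cells among the sorted cells and lower levels in each cell were not tested against each other.

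Targets of p53 were higher in mutants, with a median of 0.79 at 2 dpf (14 of 16 higher, 6 called singly, camera adjusted p = 0.000140, fry adjusted p = 0.0300 over 54 tests and 0.106 over 38) and of 0.53 at 2.5 dpf (13 of 17 higher, camera adjusted p = 2.08e-05, fry adjusted p = 0.132). At 2.5 dpf the median was 0.34 without control replicate 1 and 0.27 without mutant replicate 2, and still called. No difference between the stages was called for this list (−0.18, adjusted p = 0.987). At 2 dpf *rps27l* went from 235 to 1706 FPKM and *ccng1* from 143 to 759 FPKM. Chosen from the list after its values were seen, *cdkn1a* had log2 fold changes of 3.26 and 3.58 at the 2 stages, *gadd45aa* 2.60 and 1.85, *ccng1* 2.40 and 2.15, and *mdm2* 1.48 and 1.31. All 4 were called at 2 dpf, and the call of *mdm2* was lost without mutant replicate 1, without mutant replicate 2, and without the filter. Without control replicate 1 and without control replicate 2 limma called 0 genes of any kind (3092 and 3248 at an unadjusted p under 0.05), which says nothing about these 4, whose log2 fold changes there were 3.32 and 3.21 for *cdkn1a*, 2.52 and 2.69 for *gadd45aa*, 2.53 and 2.26 for *ccng1*, and 1.45 and 1.51 for *mdm2*. One gene of the 17 is in the groups of Figures 4E, 4F, and 5A. A common shift in scaling is argued against, since the median at 2 dpf was 0.57 after median‐ratio rescaling and the call held. Stress of dissociation and sorting would raise the early response genes. Their median was −0.25 at 2 dpf, where it was 0.03 without control replicate 2, and −0.13 at 2.5 dpf, where its sign changed with the library left out. Stress in the mutant samples and p53 activity from the mutations cannot be told apart, because the early response genes hang on single libraries. The paper reports that loss of p53 did not recover the pharyngeal arches (Figure S4A), and its TUNEL staining showed no difference at 2.5 dpf and apoptosis in mutants at 3 dpf.

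Heat shock genes had a median of −0.95 at 2 dpf (11 of 12 lower, adjusted p = 4.52e-06), −0.30 without control replicate 1 and −1.51 without control replicate 2. The heat shock median at 2.5 dpf was 1.15 (9 of 12 higher, adjusted p = 0.0674), and the difference between the stages was 2.07 (adjusted p = 7.53e-07). Single libraries reversed the value at 2.5 dpf, which was −0.27 without control replicate 1 and −0.58 without mutant replicate 1, while it was called without control replicate 2 (1.46, adjusted p = 0.0337) and without mutant replicate 2 (1.54, adjusted p = 3.66e-05), within 3.66e-05 to 0.962. *hsp70.2* went from 2451 to 1114 FPKM at 2 dpf and from 161 to 477 FPKM at 2.5 dpf, where *hspa5* was more abundant (636 to 543 FPKM). Handling that differed between libraries is a candidate explanation. The mutant replicates of 2.5 dpf, the pair farthest apart of 4, differed by 1.18 in these genes, and the control replicates of 2 dpf by 1.05, which is as much as the genotypes. Dissociation early response genes had a median of −0.25 at 2 dpf (11 of 12 lower, adjusted p = 0.000419), −0.55 without control replicate 1, −0.41 without mutant replicate 1, and 0.03 without control replicate 2, where the call was lost (adjusted p = 0.266, within 7.98e-08 to 0.715). At 2.5 dpf it was −0.13 (7 of 12 lower, adjusted p = 0.699), and here it was 0.24 without control replicate 1, −0.48 without control replicate 2 (adjusted p = 0.0471), −0.61 without mutant replicate 1 (adjusted p = 0.00183), and 0.41 without mutant replicate 2 (adjusted p = 0.00690), within 0.00183 to 0.968. The difference between the stages was 0.26 (adjusted p = 0.00923). *fosab* went from 2074 to 1559 FPKM at 2 dpf and from 660 to 670 FPKM at 2.5 dpf, and *junbb* from 1938 to 1610 FPKM at 2 dpf. No gene of either list is in another list or in the groups of Figures 4E, 4F, and 5A. An effect of the mutations on these genes was not tested and stays open.

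With a pseudocount of 1, the genes with the largest changes at 2 dpf include 8 that the paper does not discuss. Higher in both mutant libraries were *ms4a17a.10* (1 of the identifiers of this name, log2 fold change 4.69), *CR352342.1* (4.38), and *isg15* (4.33), and lower in both were *gnb3a* (−4.43), *si:ch211‐255g12.6* (−3.34), *lgals3bpb* (−3.24), *crygm2d12* (−3.20), and *crx* (−3.09). *si:ch211‐255g12.6* is listed at 0 in both mutant libraries of each stage and at 7.41 and 11.2 FPKM in the controls of 2 dpf, so that its value depends on the pseudocount and bounds nothing. Without control replicate 1 and without control replicate 2 limma called 0 genes of any kind (3092 and 3248 at an unadjusted p under 0.05), which says nothing about these 8. The call of *crygm2d12* was lost without mutant replicate 1. Without the filter those of *lgals3bpb*, *crygm2d12*, and *crx* were lost, in the fit of all 8 libraries those of *lgals3bpb* and *crygm2d12*, and with quantile normalization that of *crygm2d12*. At 2.5 dpf, where limma called 0 genes (2128 at an unadjusted p under 0.05), the other log2 fold changes were 4.62 for *ms4a17a.10*, 3.91 for *CR352342.1*, 4.07 for *isg15*, −4.61 for *gnb3a*, −3.67 for *lgals3bpb*, −0.24 for *crygm2d12* (1.08 without mutant replicate 1), and −3.04 for *crx*. Of the 10 genes chosen as the largest changes, 9 were placed on GRCz12tu and 0 of them lie among the genes nearest *slc30a1a* or *slc30a1b*, which argues against alleles carried along beside the mutated genes for those 9. Alleles that differ elsewhere between the fish lines, and an effect of the mutations, stay open for all 8, and no other explanation was tested.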

How the results depend on the processing

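Set after the values were seen were the tests of the lists with each library left out, the adjustment over the lists without the figures' groups, and the scale of Table S3 for the domain medians. The lowest and the highest values without 1 library are given as a range, and the lone library of a group is then assumed to vary like the others. Where no reason follows a changed value, the cause was not tested. Tests on read counts were not run, since the tables hold FPKM.

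Of 12 counts under 139 alternatives, 82 stayed within 1.5 times the count first reported and 57 did not. Of 963 values of 81 genes and stages, 780 kept their direction and their side of the threshold, 116 lost and 56 gained a call, and 11 reversed. Of 80 values of the domain medians 69 kept both, 3 gained a call and 8 reversed, and of 80 of the competitive test 58 kept both, 8 lost the call and 14 reversed, among which 4, 2, and 2 are values of fry, a test of another question. Of 342 values of the 38 list medians, 243 kept both, 54 lost and 22 gained a call, and 23 reversed, and of those lost 15 are values of fry and 16 of fry without the figures' groups. A fit without the variance trend was run for 8 of the counts and moved none of these by more than 1.5 times.

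The genes called at 2 dpf (544) were 47 without the filter, where more genes are tested, 238 with quantile normalization, 293 in the fit of all 8 libraries, and 0 to 227 without 1 library, where fewer libraries are fitted. Without control replicate 1 and without control replicate 2 limma called 0 (3092 and 3248 at an unadjusted p under 0.05), without mutant replicate 1 it called 83 and without mutant replicate 2 it called 227. At 2.5 dpf (0 called by limma, 2128 at an unadjusted p under 0.05) the count was 28 with a mean of at least 2 FPKM, where fewer genes are tested, and 249 in the fit of all 8 libraries. Past the threshold of the paper were 1546 genes at 2 dpf (650) and 1124 at 2.5 dpf (512) with a pseudocount of 0.1, and at 2.5 dpf 574 to 804 without 1 library, the highest without mutant replicate 1. The change from 2 to 2.5 dpf in controls (3517) was 0 without the filter (8502 at an unadjusted p under 0.05), 2242 with at least 2 FPKM, 990 with median‐ratio rescaling, 520 with quantile normalization, and 0 to 3424 without 1 library. That count was 0 without control replicate 1 or control replicate 2 of 2 dpf (4558 and 4297 at an unadjusted p under 0.05) and 1974 without control replicate 2 of 2.5 dpf. In mutants (473) it was 8 without the filter, 58 with median‐ratio rescaling, 18 with quantile normalization, and 0 to 5 without 1 library. Here limma called 0 without either mutant replicate of 2 dpf (2699 and 2631 at an unadjusted p under 0.05) or mutant replicate 2 of 2.5 dpf (4541). Both rescalings took the median change of all genes from 2 to 2.5 dpf, 0.44 and 0.25, to between −0.02 and 0.03. The difference between the stages (0 by limma, 902 at an unadjusted p under 0.05) had 1 gene with a pseudocount of 0.1 and 0 to 1 without 1 library, the 1 without mutant replicate 1 of either stage.

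Of the marker genes of Figure 4E at 2 dpf (8 called), 1 was called without the filter, 3 with quantile normalization, and 0 to 2 without 1 library (by limma 0 without control replicate 1 and control replicate 2, with 17 and 15 at an unadjusted p under 0.05, 1 without mutant replicate 1, and 2 without mutant replicate 2). Of those of Figure 4F at 2.5 dpf (0 by limma, 14 at an unadjusted p under 0.05) 1 was called with at least 2 FPKM and 4 in the fit of all 8 libraries. Of the genes of Table S4 at 2 dpf (2 called), 1 was called with a pseudocount of 0.1 and 1 with median‐ratio rescaling. limma called 0 of them without the filter, with quantile normalization, in the fit of all 8 libraries, and without 1 library, where 11 to 17 had an unadjusted p under 0.05.

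*slc30a1a* at 2 dpf was called with median‐ratio rescaling (log2 fold change −1.02, adjusted p = 0.0399, within 0.0399 to 0.299). *mt2* at 2.5 dpf was called in the fit of all 8 libraries (2.99, adjusted p = 0.0164, within 0.000666 to 0.440). *mt2* at 2 dpf lay between 3.84 and 4.59 without 1 library and was not called without control replicate 1 and without control replicate 2 (adjusted p = 0.113 and 0.0932, within 0.00128 to 0.113), where no gene was called and the smallest adjusted p of any gene was 0.101 and 0.0932. *hand2* at 2.5 dpf was at −0.000725 with quantile normalization and between −0.25 and 0.45 without 1 library. Signs also reversed without 1 library for *slc30a1b* at 2.5 dpf (−0.000247 to 0.11, at or near 0 FPKM throughout, so that its sign is not meaningful), *hey1* at 2 dpf (−0.10 to 0.0912) and at 2.5 dpf (−0.61 to 0.30), *lyz* at 2.5 dpf (−0.13 to 0.40), *hbbe1.3* at 2.5 dpf (−0.48 to 1.34), *crybb1* at 2.5 dpf (−4.07 to 0.23), and *crygm2d12* at 2.5 dpf (−1.57 to 1.08). The reversed values came without control replicate 1 for *slc30a1b*, without control replicate 1 (−0.17) and mutant replicate 1 for *hand2*, without mutant replicate 2 for *hey1* at 2 dpf, without control replicate 2 for *hey1* at 2.5 dpf and *lyz*, without control replicate 2 (−0.18) and mutant replicate 1 for *hbbe1.3*, and without mutant replicate 1 for *crybb1* and *crygm2d12*.

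The block on the replicate number had an effect of its own on the counts. It called 830 genes at 2 dpf, 738 at 2.5 dpf, 1113 from 2 to 2.5 dpf in controls, 4 in mutants, 13 genes of Figure 4F, and 4 genes of Table S4 at either stage, and with it *mt2* at 2.5 dpf (2.99, adjusted p = 0.000666, within 0.000666 to 0.440) and *jag1b* at 2.5 dpf (0.97, adjusted p = 0.0363, within 0.0363 to 0.746) were called. The correlation across genes of the deviations of replicates with the same number was 0.144 at 2 dpf and 0.371 at 2.5 dpf. Whether libraries of the same number share more than the number is unknown, so that this block is not taken as a correction. The contrast of 544 calls at 2 dpf with 0 at 2.5 dpf does depend on leaving it out.

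Domain medians changed sign at 2 dpf with median‐ratio rescaling, which lowers the median of all genes from 0.18 to −0.02, for intermediate (−0.0299) and ventral (−0.00933) genes, and with quantile normalization for ventral‐intermediate genes (−0.0156 at 2 dpf and −0.0313 at 2.5 dpf). Without 1 library they ranged at 2 dpf from 0.11 to 0.29 for ventral‐intermediate and from 0.14 to 0.40 for ventral genes. At 2.5 dpf the ranges were −0.00790 to 0.37 for dorsal, −0.0321 to 0.34 for intermediate, −0.0899 to 0.21 for ventral‐intermediate, and −0.0296 to 0.26 for ventral genes, with the lowest without control replicate 1 except for ventral‐intermediate genes, where it came without mutant replicate 2. In the competitive test the dorsal genes lost their call at 2 dpf with the estimated correlation (adjusted p = 0.999), and at 2.5 dpf with it (adjusted p = 0.999) and a pseudocount of 0.1 (adjusted p = 0.0667). Without 1 library the adjusted p of dorsal genes was 3.30e-06 to 0.106 at 2 dpf and 1.80e-05 to 0.650 at 2.5 dpf, and the call was lost without control replicate 1 (adjusted p = 0.106 and 0.650) and at 2.5 dpf also without mutant replicate 2 (adjusted p = 0.151). The direction of the test reversed, with no call, for intermediate genes with a pseudocount of 0.1 at 2.5 dpf (adjusted p = 0.899) and for ventral‐intermediate genes at 2 dpf with quantile normalization (adjusted p = 0.816). The rotation test fry asks whether genes changed from 0, not whether they changed more than other genes, so that its values neither support nor oppose the competitive test. It called no domain, with an adjusted p = 0.579 at 2 dpf and 0.770 at 2.5 dpf for dorsal genes, and at 2 dpf it pointed up for intermediate (adjusted p = 0.947) and ventral‐intermediate (adjusted p = 0.770) genes, where camera pointed down. The direction of camera also reversed, with no call, without 1 library. At 2 dpf it turned up for intermediate genes without control replicate 2 and for ventral‐intermediate genes without control replicate 2 or mutant replicate 2, and down for ventral genes without control replicate 1. At 2.5 dpf it turned down for all 3 domains without control replicate 1, for intermediate genes without mutant replicate 1 or mutant replicate 2, and for ventral‐intermediate genes without mutant replicate 2. Ranges of adjusted p without 1 library were 0.106 to 0.739 for intermediate and for ventral‐intermediate genes and 0.0907 to 0.763 for ventral genes at 2 dpf, and 0.498 to 0.995, 0.142 to 0.739, and 0.142 to 0.739 at 2.5 dpf.

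Of the 54 tests of lists and figures' groups camera called 31. With the estimated correlation, which has 2 residual degrees of freedom to rest on and so says nothing about any 1 list or domain, it called 0 (3 at an unadjusted p under 0.05, smallest adjusted p = 0.383), fry called 6, and without the figures' groups camera called 15 and fry 0 (3 at an unadjusted p under 0.05), where fewer tests are adjusted together. Median‐ratio rescaling reversed the medians of cell cycle (−0.11) and zinc transporters (−0.0274) at 2 dpf. Without 1 library these list medians changed sign. At 2 dpf they were neuron (−0.0849 to 0.71), iridophore (−0.52 to 0.12), Notch pathway (−0.21 to 0.17), and dissociation early response (−0.55 to 0.0343). At 2.5 dpf they were lens (−1.45 to 0.12), red blood cell (−0.41 to 0.97), white blood cell (−0.52 to 0.16), skin (−0.11 to 0.75), melanophore (−0.64 to 0.15), iridophore (−0.87 to 0.0862), xanthophore (−0.13 to 0.88), heat shock (−0.58 to 1.54), and dissociation early response (−0.61 to 0.41). The libraries are named beside each list in the parts before and after this.

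The number of reads is unknown, so that values near 0 FPKM cannot be told from chance by depth, and the filter and the pseudocount stand in for it. With the filter at a mean of 2 FPKM the count at 2 dpf was 454.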

Differences from the paper's values

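Chosen after the values were seen was the comparison of the domain medians on the scale of Table S3. That table gives log2 ratios of mean FPKM without a pseudocount, as its series of values shows when set beside ratios computed here on that scale, and the other tests use log2(FPKM + 1). Of the 90 values set beside the paper's, 80 for genes, 8 for domain medians, and 2 for counts, 0 differed in sign, by more than the standard error of the value, or, for counts, by more than 1.5 times. The largest gap between domain medians was that of the ventral‐intermediate genes at 2 dpf, 0.39 in the paper and 0.32 here. Over Tables S3 and S4 all 132 log2 ratios at 2 dpf and all 131 at 2.5 dpf lay within 0.1 of the paper's, the largest difference being 0.0851 at 2 dpf and 0.0724 at 2.5 dpf. For a symbol shared by several identifiers, the identifier nearest the paper's value was taken. The ratios apply the paper's scale to the authors' own values. Their closeness shows that the values were read alike and is no independent check of the paper's results.

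Among metal ion‐binding genes, the paper counts its metallothionein gene as the one that rose most (Figure 5A). The rank of *mt2*, taken here as that gene, among the genes of that annotation was not analysed here, and the figure names 5 genes as higher, *mt2* among them. Of these, *fthl28* had a larger log2 fold change than *mt2* with a pseudocount of 1, 4.45 against 4.22 at 2 dpf and 3.33 against 2.99 at 2.5 dpf. With a pseudocount of 0.1 and by the ratio of mean FPKM *mt2* ranked above *fthl28* over all genes tested, at 10 against 13 and 27 against 38 at 2 dpf and at 16 against 52 and 46 against 80 at 2.5 dpf.

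The paper states that stemness and migration genes rose and that differentiation and cartilage genes fell significantly at both stages (Figure 4E,F). Its methods give a p under 0.05 and name no adjustment. The directions of the genes named in the text were those of the paper. Adjusted over all genes tested, 8 of the 17 tested genes of Figure 4E were called at 2 dpf, and limma called 0 of the 16 tested genes of Figure 4F at 2.5 dpf. At an unadjusted p under 0.05 there were 17 and 14, and adjusted over the list alone also 17 and 14. Of the alternatives set before the data were examined, a filter at a mean of 2 FPKM called 8 genes of Figure 4E and 1 of Figure 4F, a fit of all 8 libraries called 7 and 4, no variance trend called 9 and 0, and the replicate block called 10 and 13. Others called fewer genes of Figure 4E, 7 with a pseudocount of 0.1, 3 with quantile normalization, 1 without the filter, and 0 to 2 with a library left out, and as many with median‐ratio rescaling (8), and with each of these limma called 0 genes of Figure 4F (9 to 16 at an unadjusted p under 0.05).

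The dorsal genes are given as significantly higher at both stages. At 2.5 dpf this rested here on control replicate 1, without which the median log2 fold change was −0.01 (exact Wilcoxon p = 0.762, adjusted p = 0.932 over the 8 domain tests).

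Changes of *jag1b*, *dlx4a*, and *nkx3.2* in the paper's direction were found at both stages, and *nkx3.2* at 2 dpf (adjusted p = 0.0423) was the only one of the 6 values past the adjusted threshold. The replicate block called *jag1b* at 2.5 dpf (adjusted p = 0.0363, within 0.0363 to 0.746 over the alternatives), *dlx4a* at 2 dpf (adjusted p = 0.0328, within 0.0328 to 0.340) and at 2.5 dpf (adjusted p = 0.0191, within 0.0191 to 0.499), and *nkx3.2* at 2.5 dpf (adjusted p = 0.0145, within 0.0145 to 0.585), and no setting called *jag1b* at 2 dpf. *snai2*, given as an upregulated marker, was higher at both stages and was called under no setting. *mt2* at 2.5 dpf, which the paper finds raised by qPCR, had a log2 fold change of 2.99 here (adjusted p = 0.0953) and was called in the fit of all 8 libraries (adjusted p = 0.0164) and with the replicate block (adjusted p = 0.000666), within 0.000666 to 0.440.

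Table S4 holds 13 genes at p under 0.05 at 2 dpf and 7 at 2.5 dpf by the paper's test. At an unadjusted p under 0.05 limma gave 13 and 5 here, of which 11 and 5 are among the paper's. At 2.5 dpf quantile normalization gave 7, and whether these are the paper's 7 was not compared.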

Other observations

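Of the tests in this part, the one with the most abundant genes was chosen before the result was seen, and those on the spread at 2.5 dpf, the neighbours of the mutated genes, the dorsal genes, and the Notch pathway genes only after it.

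The median log2 fold change of all tested genes at 2 dpf was 0.18, so that more genes were higher in mutants. Abundant genes took a larger share of the controls, since the 100 most abundant held 54.6 and 52.3% of the FPKM of the control libraries and 50.5 and 46.7% of that of the mutant libraries. If that were the cause, the median would be about 0 once each library was rescaled to its sum without those genes. It was 0.09 (0.0864), between the value before and 0, so that abundant genes as the cause and a rise of many genes cannot be told apart from FPKM alone. The share of *lyz* in the FPKM was 5.61 and 5.69% in controls and 2.13 and 3.39% in mutants at 2 dpf, and that of messenger RNA from mitochondria was 9.63 and 8.08% against 11.6 and 9.34%. No biological explanation was tested for this shift.

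limma called 544 genes at 2 dpf and 0 at 2.5 dpf (3806 and 2128 at an unadjusted p under 0.05). The median residual standard deviation was 0.169 at 2 dpf and 0.194 at 2.5 dpf, a ratio of 1.15. What lowers the count at 2.5 dpf stays open. A larger spread at 2.5 dpf and smaller effects cannot be told apart, because a ratio this close to 1 does not settle how many calls it takes away, and the count at 2.5 dpf depends on how the spread is fitted (249 in the fit of all 8 libraries, and other values in the part on the processing). The difference itself was called for 0 genes by limma (902 at an unadjusted p under 0.05), so that the effects are not shown to differ.

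Alleles that differ between mutants and controls beside the mutated genes could change levels there. Of the 15453 tested genes 13462 (87.1%) were placed on GRCz12tu. Of the placed genes called at 2 dpf, 4.21% lie among the 200 tested genes nearest *slc30a1a* or the 200 nearest *slc30a1b*, which argues against such alleles as the whole cause. Near *slc30a1a* 12 of 200 genes (6.00%) were called, against 410 of 13061 (3.14%) elsewhere (Fisher exact p = 0.0378, adjusted p = 0.0755 over both mutated genes), and near *slc30a1b* 6 of 200 (3.00%, p = 1). For *slc30a1b* the test may decide nothing. The paper intercrossed parents that lacked *slc30a1b* to obtain more double mutants. Controls that are siblings from such a cross would share the alleles beside *slc30a1b*, and no difference could then be found there. The labels do not give the genotype of the controls at *slc30a1b*. Whether alleles beside *slc30a1a* changed a few genes cannot be told apart from chance, since the adjusted p is above 0.05 and rests on 12 genes. The calls themselves fell to 0 without control replicate 1 and without control replicate 2 (limma, 3092 and 3248 genes at an unadjusted p under 0.05), to 83 without mutant replicate 1 and to 227 without mutant replicate 2.

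The rise of the dorsal genes at 2 dpf might follow a common shift of all genes. Less the median of all tested genes it was still 0.32, which argues against the shift as the whole cause. The rise of *jag1b* might belong to a common rise of Notch pathway genes, of which the list holds 25, with 3 of them in Tables S3 or S4. The Notch pathway medians were −0.00 at 2 dpf (12 of 25 higher, mean 0.04, camera toward lower levels, adjusted p = 0.0825) and −0.15 at 2.5 dpf (16 of 25 lower, adjusted p = 0.0571). The larger of them less the median of all tested genes was −0.17. Neither stage was called. At 2.5 dpf a common rise of the list is argued against, since its median stayed below 0 with each library left out (−0.35 to −0.04). At 2 dpf the sign of the median changed with the library left out, and a common rise stays open there. A rise of *jag1b* alone and one shared with some of these genes cannot be told apart, because the genes of the list go both ways. With single libraries left out the list was called lower at 2 dpf without control replicate 2 (−0.21, adjusted p = 0.000107, within 0.000107 to 0.913) and at 2.5 dpf without control replicate 1 (−0.35, adjusted p = 0.000148, within 0.000148 to 0.954). At 2 dpf it was 0.17 without control replicate 1 and 0.00218 without mutant replicate 1. *hey1*, which the paper finds raised by qPCR, had log2 fold changes of −0.00 at 2 dpf (0.09 without mutant replicate 2) and −0.15 at 2.5 dpf (0.30 without control replicate 2). *hes6*, the most abundant gene of the list, went from 103 to 80.4 FPKM at 2 dpf and from 72.3 to 74.4 FPKM at 2.5 dpf.

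The other lists were not called. Melanophore genes had medians of 0.51 at 2 dpf (8 of 9 higher, adjusted p = 0.151) and −0.33 at 2.5 dpf (7 of 10 lower, adjusted p = 0.522). At 2 dpf they were called with median‐ratio rescaling (0.28, adjusted p = 0.0346), without control replicate 2 (1.02, adjusted p = 0.0174), and without mutant replicate 1 (1.03, adjusted p = 0.00197), within 0.00197 to 0.964. At 2.5 dpf their median was 0.15 without control replicate 2 and 0.0344 without mutant replicate 1. *tyrp1b* went from 10.2 to 15.2 FPKM at 2 dpf and from 23.7 to 12.4 FPKM at 2.5 dpf. Iridophore genes had a median of −0.20 at 2 dpf (4 of 6 lower, mean −0.03, adjusted p = 0.291), −0.52 without control replicate 1 (called, adjusted p = 0.0325, within 0.0325 to 0.968), 0.12 without control replicate 2, and 0.11 without mutant replicate 1. The iridophore median at 2.5 dpf was −0.42 (5 of 7 lower, adjusted p = 0.180), called without control replicate 2 (−0.87, adjusted p = 0.000490) and without mutant replicate 1 (−0.61, adjusted p = 0.00733), within 0.000490 to 0.853, and it was 0.0272 without control replicate 1 and 0.0862 without mutant replicate 2. *pnp4a* went from 30.2 to 20.4 FPKM at 2 dpf and from 90.2 to 44.4 FPKM at 2.5 dpf. Xanthophore genes, of which 1 of 7 is in another list, had medians of 0.45 at 2 dpf (5 of 6 higher, adjusted p = 0.699) and 0.45 at 2.5 dpf (4 of 5 higher, adjusted p = 0.354), which was −0.13 without mutant replicate 1 and 0.88 without mutant replicate 2 (called, adjusted p = 0.00458, within 0.00458 to 0.965). *gch2* went from 94.7 to 222 FPKM at 2 dpf and from 6.64 to 47.2 FPKM at 2.5 dpf.

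Cell cycle genes had a median of 0.13 at 2 dpf (13 of 20 higher, adjusted p = 0.509), where camera pointed toward lower levels relative to all genes and the median was −0.11 after median‐ratio rescaling, and of −0.06 at 2.5 dpf (11 of 20 lower, adjusted p = 0.467). Zinc transporters had medians of 0.16 at 2 dpf (10 of 14 higher, adjusted p = 0.663), which was −0.03 after median‐ratio rescaling while the mean and the test pointed up, and −0.10 at 2.5 dpf (10 of 15 lower, adjusted p = 0.519). Of the 22 zinc transporters 3 are in another list and 1 in the groups of Figures 4E, 4F, and 5A. Among the transporters *slc39a6*, chosen after its value was seen, had a log2 fold change of 1.21 at 2 dpf (adjusted p = 0.0228) and 0.80 at 2.5 dpf (adjusted p = 0.201), and its call at 2 dpf was lost without the filter and without mutant replicate 1 or mutant replicate 2, as well as without control replicate 1 or control replicate 2, where no gene was called (adjusted p = 0.0818 to 0.148). Zinc and metal response genes, 3 of 13 in another list and 3 in the groups of those figures, had medians of 0.47 at 2 dpf (6 of 11 higher, mean 1.15, adjusted p = 0.230) and 0.26 at 2.5 dpf (8 of 12 higher, mean 0.70, adjusted p = 0.0674). Without mutant replicate 1 this list was called at 2 dpf (0.59, adjusted p = 0.0207, within 0.0207 to 0.733) and at 2.5 dpf (0.22, adjusted p = 0.00612, within 0.00612 to 0.588). No gene of the melanophore, iridophore, and cell cycle lists is in another list or in the groups of those figures, and no explanation was tested for the lists of this and the preceding paragraph. The group of Figure 5A named as lower had a median of 0.04 and a mean of −0.48 at 2.5 dpf, with the test toward lower levels.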
